# Intergenerational genomic DNA methylation patterns in mouse hybrid strains

**DOI:** 10.1186/gb-2014-15-5-r68

**Published:** 2014-04-30

**Authors:** Luz D Orozco, Liudmilla Rubbi, Lisa J Martin, Fang Fang, Farhad Hormozdiari, Nam Che, Andrew D Smith, Aldons J Lusis, Matteo Pellegrini

## Abstract

**Background:**

DNA methylation is a contributing factor to both rare and common human diseases, and plays a major role in development and gene silencing. While the variation of DNA methylation among individuals has been partially characterized, the degree to which methylation patterns are preserved across generations is still poorly understood. To determine the extent of methylation differences between two generations of mice we examined DNA methylation patterns in the livers of eight parental and F1 mice from C57BL/6J and DBA/2J mouse strains using bisulfite sequencing.

**Results:**

We find a large proportion of reproducible methylation differences between C57BL/6J and DBA/2J chromosomes in CpGs, which are highly heritable between parent and F1 mice. We also find sex differences in methylation levels in 396 genes, and 11% of these are differentially expressed between females and males. Using a recently developed approach to identify allelically methylated regions independently of genotypic differences, we identify 112 novel putative imprinted genes and microRNAs, and validate imprinting at the RNA level in 10 of these genes.

**Conclusions:**

The majority of DNA methylation differences among individuals are associated with genetic differences, and a much smaller proportion of these epigenetic differences are due to sex, imprinting or stochastic intergenerational effects. Epigenetic differences can be a determining factor in heritable traits and should be considered in association studies for molecular and clinical traits, as we observed that methylation differences in the mouse model are highly heritable and can have functional consequences on molecular traits such as gene expression.

## Background

Methylation of DNA cytosine bases is essential for mammalian development and plays an important role in X-chromosome inactivation, imprinting, regulation of gene expression, silencing of repetitive elements and differentiation. Aberrant DNA methylation in early development is lethal, and in adult humans it is associated with both rare and complex diseases, such as Prader-Willi syndrome, Angelman syndrome, cancer, aging [1] and rheumatoid arthritis [2]. In mammals, DNA methylation occurs primarily on cytosines of CG dinucleotides, although high methylation in the CHG and CHH sequence contexts (where H is any base other than G) has been observed in stem cells [3] and in adult mouse frontal cortex [4]. The genome contains CG-rich regions known as CpG islands that are predominantly unmethylated and associated with transcriptional start sites. In the remainder of the genome, CpGs are generally sparse, and these CpGs tend to be highly methylated [5-7]. While the regulation of DNA methylation by numerous enzymes has been well studied, the transgenerational inheritance of DNA methylation patterns and their relationship with genetic variation is only beginning to be elucidated.

During gametogenesis and embryogenesis, epigenetic reprogramming of the cell involves global changes in epigenetic marks, and DNA methylation patterns are erased and re-established in the progeny. A small fraction of genetic loci can escape epigenetic reprogramming and thus can be stably transmitted to the next generation [8,9], and epigenetic inheritance patterns can be influenced by both environmental [10] and genetic variation [11]. Nonetheless, to date few studies have examined transgenerational inheritance of DNA methylation patterns using genome-wide approaches, and the degree to which these patterns are faithfully reproduced across generations remains to be determined. To address these questions, we examined the influence of genetics, sex and parental origin effects on intergenerational DNA methylation profiles in the mouse liver. We constructed reciprocal crosses of the widely used laboratory mouse strains C57BL/6J and DBA/2J, and examined global DNA methylation patterns in the parents, their F1 progeny and in both females and males using reduced representation bisulfite sequencing.

## Results

### Reduced representation bisulfite sequencing data

We made reciprocal crosses of the two genetically distinct mouse inbred strains C57BL/6J (B6) and DBA/2J (DBA), and constructed reduced representation bisulfite sequencing (RRBS) libraries from liver genomic DNA of female and male B6 and DBA parents, from BXD F1 mice where the female parent is B6 and male parent is DBA, and from DXB F1 mice where the female parent is DBA and male parent is B6 (Figure 1A). 

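RRBS reads the methylation of single cytosines in a fixed part of the genome. MspI cuts genomic DNA at CCGG, fragments of a chosen size are treated with bisulfite, and unmethylated cytosines are then read as thymine. The share of reads that keep a cytosine at a position is its methylation level. The livers came from mice 16 weeks old, with 1 female and 1 male each of B6, DBA, BXD and DXB. A comparison of the parent strains within a sex therefore has 1 mouse on each side, and a comparison of the sexes has 4 females and 4 males.

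The authors aligned the reads to the mm9 genome with BS Seeker and kept those with a unique position. The counts used here are those the authors deposited for each mouse, which are the numbers of methylated and unmethylated reads at each cytosine, with separate counts for reads that hold a SNP and were sorted to the B6 or the DBA chromosome. For comparisons of mice, the counts of all classes of reads were added. For comparisons of chromosomes, the sorted reads alone were used, which gives 12 chromosome sets, 6 of B6 and 6 of DBA. Each cytosine on each strand was a separate site. Gene parts come from the GENCODE annotation of the same assembly, NCBIM37. The sequence reads, the technical replicates, the additional mice of the same strain and the expression arrays were not analysed here.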

We used the Illumina HiSeq to sequence the RRBS libraries and obtained, on average, 96.2 million reads (Figure S1A in Additional file 1). 

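Each library held between 5056771 (DXB male) and 10492039 (B6 female) cytosines with a read. Mean coverage of these was 55.1 ± 17.0 reads (mean ± SD, n = 8), lowest in the DBA male (38.7) and highest in the BXD male (87.6). The number of cytosines with at least 10 reads ran from 2903539 in the DBA male to 9386346 in the B6 female. The libraries also reached different cytosines, since covered positions lay within 100 bases of an MspI site in the B6 female, DBA female and BXD male, within 76 in the B6 male and DBA male, and within 50 in the other 3. Counts of reads were taken as independent molecules, because nothing in the counts separates copies of 1 fragment, so intervals built on them hold the error of counting only.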

On average, we uniquely aligned 21.9 million reads to the mouse genome using BS Seeker [12], which corresponded to 25.6% mappability (Figure S1B in Additional file 1) and 60× average coverage (Figure S1C in Additional file 1). To estimate the sequencing error rate in our data, we compared base calls in data from B6 and DBA parents to published genotypes at known polymorphic SNPs, using publicly available data from the Wellcome Trust Sanger sequencing mouse genomes project [13]. We found that approximately 99.02% of the polymorphic reads correctly match the expected genotype in B6 (99.2%) and DBA (99.1%) mice, and approximately 0.98% of the reads did not match the expected genomic sequence. Hence, we conclude that the sequencing error rate in our RRBS data was <1% (Figure S1D in Additional file 1). Furthermore, we examined global DNA methylation levels and found no significant differences among the different samples, for which the overall cytosine methylation rate was 8.05% ± 1.72%, the CG methylation rate was 48.39 ± 7.71%, the CHG methylation rate was 0.71% ± 0.26% and the CHH methylation rate was 0.75% ± 0.26% (Figure S1E,F in Additional file 1). 

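A read that holds a SNP can be sorted to the B6 or the DBA chromosome, and in an inbred parent each such read should match the strain of the mouse, so mismatches measure errors of sequencing and sorting. Over the autosomes, 99.7% of sorted cytosine calls carried the matching tag in the B6 female, 99.5% in the DBA female and 99.1% in the DBA male. In the library labelled B6 male the share was 83.9%. In the 4 F1 mice, B6 tags made up 52.3% to 53.4% of the sorted calls. From its own tally of mismatched reads, the paper concludes that the error was low.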

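As a plain mean over cytosines with 10 reads, methylation was 7.96 ± 1.49% over all cytosines, 47.1 ± 5.54% at CG, 0.742 ± 0.268% at CHG and 0.789 ± 0.275% at CHH (mean ± SD, n = 8 mice). Females exceeded males by 5.58 percentage points at CG (49.9 ± 3.20% against 44.3 ± 6.37%, n = 4 and 4), with p = 0.143 in a two-sided exact permutation test over the 70 assignments of mice. F1 mice exceeded parents in the same measure, at 50.5% and 43.8%, with p = 0.0857 in the same exact test. The libraries did not cover the same cytosines, so the comparison was repeated on the 176951 CGs with 10 reads in all 8 mice. There the mean was 43.4%, the SD 0.488 percentage points, and the sexes were 0.270 points apart (exact p = 0.486). Parents then exceeded F1 mice by 0.280 points (exact p = 0.457), the opposite direction. Of the choices made beforehand this restriction moved the difference between sexes most, and on autosomes alone, chosen after the data were seen, it was 0.128 points (exact p = 0.686). The paper states that the levels of its samples did not differ significantly.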

Global methylation levels were consistent with previous studies in mammalian somatic cells [6].

**Figure 1:**
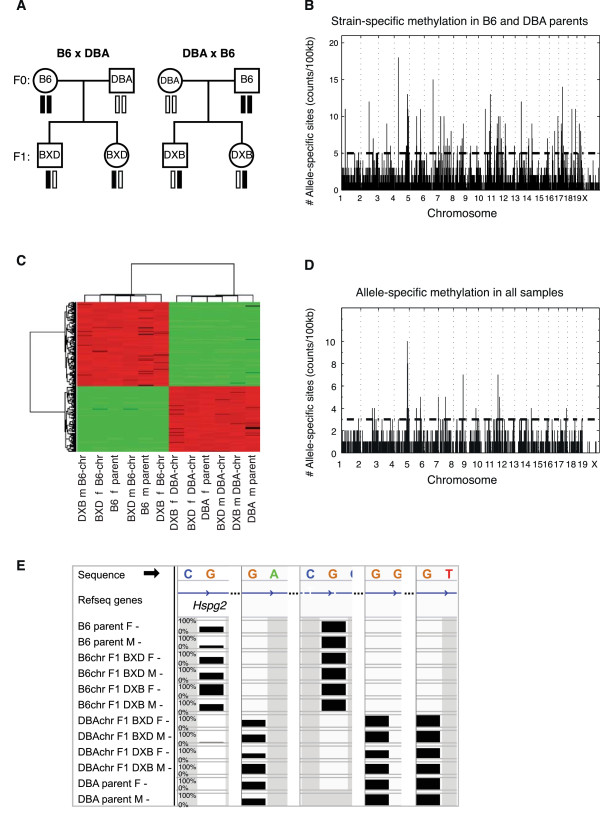
**Allele-specific methylation. (A)** Pedigree illustrating design of the mouse cross. Circles denote females and squares males. Black bars represent chromosomes derived from the C57BL/6J parents (B6) and white bars are chromosomes derived from the DBA/2J parents (DBA). **(B)** Allele-specific methylation sites between B6 and DBA female parents. The number of cytosines differentially methylated in each 100-kb bin is shown on the Y-axis and the genomic position of the bin is on the X-axis. All sites plotted are significant, and the horizontal dashed line represents the significance threshold for the 100-kb bin. **(C)** Hierarchical clustering of mice (columns) and allele-specific methylation sites (rows) for CG, CHG and CHH differentially methylated cytosines. Red indicates increased methylation and green indicates decreased methylation relative to other samples. f, female; m, male. **(D)** Allele-specific methylation sites identified using all eight mice. The number of C residues in each bin is on the Y-axis and the genomic position is on the X-axis. All sites plotted are significant, and the horizontal dashed line represents the significance threshold for each bin. **(E)** Methylation levels across all samples, showing allele-specific methylation of the gene *Hspg2.* The height of the bar represents percentage methylation from 0 to 100%. Gray represents missing data. The minus sign at the end of each sample denotes data from the minus strand.

### Strain-specific methylation

To determine if individual sites in the genome were differentially methylated between the strains, we first compared individual sites between the parental B6 and DBA female mice, and between parental B6 and DBA male mice, using a binomial test [14]. We restricted our analysis to sites covered by at least 10 reads, and categorized a site as differentially methylated if the methylation level of each strain was outside of the 95% confidence interval of methylation of each other, and the absolute difference in percentage methylation between the two samples was greater than 50%, with false discovery rate (FDR) <1%. 

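Under the paper's rule, a cytosine with at least 10 reads in both mice is called when the 95% binomial interval of each mouse excludes the other mouse's level and the levels lie more than 50 percentage points apart. With 1 mouse of a strain on each side, the intervals carry counting error alone and variation between mice of a strain is not measured. The female parents had 6831854 cytosines to test and the male parents 1856140. False calls were estimated by drawing the reads of both mice from the pooled level of each tested cytosine, 5 times. The draws gave a mean of 96.2 calls for the female parents and 29.4 for the male parents, which are 1.47% and 1.57% of the numbers called on the real counts.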

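Of the cytosines tested, 6527 were called between the female parents, 4428 with the higher level in B6 and 2099 with the higher level in DBA. Between the male parents 1875 were called, 1050 higher in B6 and 825 higher in DBA. The male majority turned to DBA at a minimum of 5 reads (2193 higher in B6, 4029 in DBA) and at a difference above 30 percentage points (2942 and 4050). As a ratio, the setting that moved the female count most kept only calls with another call of the same context and direction within 100 bp, which left 1592. The male count moved most, again as a ratio, with at least 50 reads in each mouse, which left 338. In numbers of cytosines a difference above 30 points moved both most, to 16465 and 6992. The male comparison takes the library labelled B6 male as the B6 mouse, and stretches of its chromosomes carry DBA tags.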

Using these criteria, we found 6,247 cytosine sites differentially methylated between B6 and DBA female parents, and 8,480 cytosines differentially methylated between B6 and DBA male parents. This corresponded to an overall allele-specific methylation rate of 0.10% (approximately 1/1,000 cytosines) in female parents, and 0.12% in males parents (1/850 cytosines). This rate was higher for CG methylation (0.56% and 0.52% in females and males) than for either CHG (0.03% and 0.06%) or CHH (0.04% and 0.03%) methylation. 

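As a share of the cytosines with enough reads, the calls came to 0.0955% between the female parents and 0.101% between the male parents, or 1 in 1047 and 1 in 990. The shares lie close together although the male parents had fewer cytosines with enough reads.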

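By context, 0.549% of the 887174 CGs tested between the female parents were called, against 0.0247% of CHG and 0.0291% of CHH cytosines. Between the male parents the shares were 0.423% of 323010 CGs, 0.0373% of CHG and 0.0316% of CHH. Direction also depended on context. In the female parents 4420 CG calls were higher in B6 and 448 in DBA, while 1651 of the 1659 calls outside CG were higher in DBA.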

The genome-wide distribution of these sites is shown in Figure 1B for females and in Figure S2A in Additional file 2 for males. 

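Counted in windows of 100 kb, 3678 of the 23518 windows with a tested cytosine held a call between the female parents, and 1340 of 19806 between the male parents, with a median of 1 call in such a window. In the female parents the windows with the most calls were at chromosome 4 from 43400001 to 43500000 (18 calls of 1496 tested, in and around *Rusc2*, *Fam166b*, *Tesk1*, *Cd72* and *Sit1*), chromosome 6 from 90100001 to 90200000 (15 of 426, *Vmn1r52* and *Vmn1r53*) and chromosome 2 from 84900001 to 85000000 (14 of 638, *Tnks1bp1* and *Aplnr*). In the male parents they were at chromosome 7 from 21800001 to 21900000 (21 of 28, *Vmn1r120* and *Vmn1r121*, none of them CG), chromosome 17 from 35100001 to 35200000 (16 of 376, among them *Hspa1a*, *Msh5* and *Ddah2*) and chromosome 8 from 91100001 to 91200000 (15 of 124, *Nkd1*, *Snx20* and *Nod2*). Calls per 100000 tested cytosines on the X chromosome were 29.2 in females and 50.7 in males, and on chromosome 4 in females 134.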

Although most of the cytosines in the mouse genome are non-CG, we observed that the rate of differential methylation was approximately five times higher in CGs (0.56%) relative to all cytosines (0.10%). Indeed, 75% of differentially methylated cytosines in the female parents were CGs, and 71% were in the male parents (Figure S2B,C in Additional file 2). 

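Here CG made up 4868 of the calls between the female parents, or 74.6% (95% interval 73.5% to 75.6%), and 1365 of those between the male parents, or 72.8% (70.7% to 74.8%). Removing isolated calls moved the female share most, to 95.2%, and a minimum of 5 reads the male share, to 53.6%. Without isolated calls the male share was 85.9%.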

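To see whether the same cytosines are called in both sexes, the comparison was limited to the 1549066 cytosines with at least 10 reads in all 4 parents. Of these, 1354 were called between the females, 1334 between the males and 794 in both, where calls placed at random among the tested cytosines would share 1.17. All but 1 of the shared calls had the same direction in both sexes (793 of 794). Of the 1354 female calls, 1171 had the same direction in the males, called or not. Where the library labelled B6 male carried at least 90% DBA tags (599 windows of 100 kb), the 55155 jointly tested cytosines held 116 female calls, 23 male calls and 6 shared ones. With a difference above 30 percentage points the shared calls numbered 1298, and with at least 50 reads 71.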

We also observed that, of the sites that were represented in both female and male parent datasets, there was a significant overlap of 2,865 cytosines (hypergeometric *P <* 1 × 10^-16^), and the remaining were unique to either females or males (Figure S2D in Additional file 2).

To determine the reproducibility and the degree of variation in our bisulfite sequencing data, we generated bisulfite sequencing libraries of technical replicates (different libraries from the same mouse genomic DNA sample) and biological replicates (different mice from the same strain), and looked for the presence of differentially methylated cytosines using the binomial test to compare methylation levels between pairs of samples, as described above. We found, on average, 383 differentially methylated cytosines when comparing technical replicates, and 524 differentially methylated cytosines between biological replicates (Figure 2A). In contrast, on average, we identified 7,364 differentially methylated cytosines when comparing samples from different mouse strains, which was 20-fold and 14-fold higher than the number of differentially methylated sites we identified in technical and biological replicates, respectively. Furthermore, we would expect to find a large false positive rate if variation in methylation levels between technical or biological samples was similar to the variation among different mouse strains. Therefore, to examine the degree of variation in methylation levels derived from bisulfite sequencing data, we compared the distribution of the variance in methylation levels between biological replicates (intra-strain variance) to the variance in methylation between different mouse strains (inter-strain variance) using the Kolmogorov-Smirnov (KS) test. 

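Averaged over the female and the male pair, the strains differed at 4201 cytosines. The technical replicates and the additional mice of the same strain, against which the paper sets its own average, were not analysed here. Female and male of 1 strain can be compared by the same rule on autosomes, though they differ in sex and, in all but DXB, in read length. It called 2922 cytosines in B6 (0.0720% of those tested), with the library labelled B6 male, 1179 in DBA (0.0617%), 1218 in BXD (0.0367%) and 354 in DXB (0.00944%). Between the strains the autosomal share was 0.0979% in the female and 0.102% in the male parents.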

We found that the variance in methylation levels between strains was 9-fold higher than the variance in methylation between biological replicates (KS test *P* < 1 × 10^-16^; Figure 2B) for all cytosines, and 2.4-fold higher for CpG methylation levels (KS test *P* < 1 × 10^-16^; Figure 2C).

**Figure 2:**
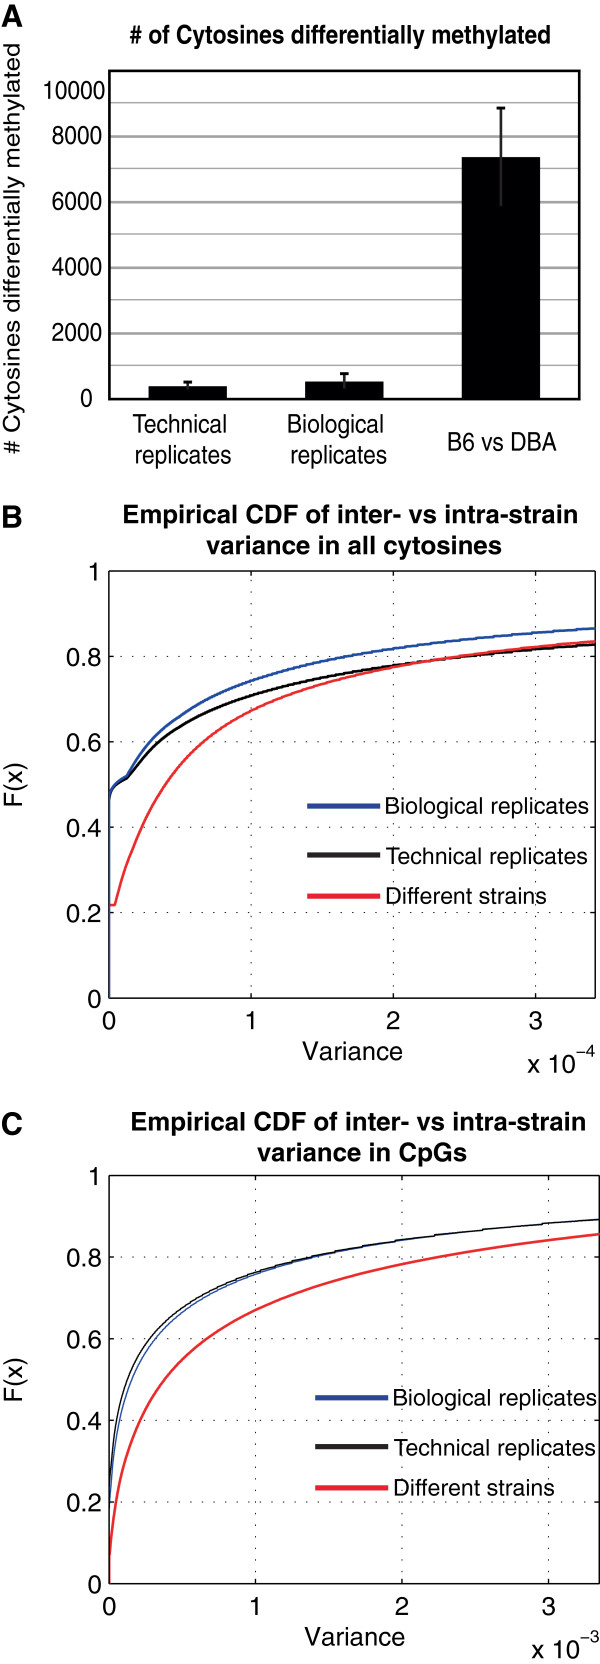
**Reproducibility of methylation levels. (A)** Differentially methylated cytosines identified in RRBS sequencing data derived from technical replicates, biological replicates, and samples from different mouse strains in B6 and DBA female or male mice. Error bars represent the standard deviation. **(B,C)** Distribution of the variance in methylation levels. The plots show the empirical cumulative distribution function (CDF) for the variance in methylation levels for all cytosines **(B)** and for CpGs **(C)**. The distribution of biological replicates is shown by the blue curve, of technical replicates by the black curve, and of different mouse strains by the red curve.

### Allele-specific methylation

We next examined methylation levels across all samples in order to identify allele-specific methylation events that persist across inbred parents and hybrid progeny. To analyze data in the hybrid mice we first used the bisulfite sequences to identify SNPs between the two strains, and found 24,132 SNPs between B6 and DBA represented in our sequenced fragments. 

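Reads sorted by a SNP give the B6 and DBA chromosomes within 1 mouse as well as between mice. The 12 chromosome sets comprise 2 for each F1 mouse and 1 for each parent. Here a cytosine entered the test with at least 10 sorted reads in at least 3 sets of each strain, and 129724 cytosines did. Of these, 21486 were CG, 30668 CHG and 77570 CHH.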

We used these SNPs to determine whether individual reads in the hybrid mice were derived from the B6 or DBA chromosomes, and found 127,893 cytosines in polymorphic reads tagged by SNPs. Next, we examined allele-specific methylation of reads derived from the B6 chromosomes and compared them to reads from the DBA chromosomes using a *t-*test. We selected sites where *P* < 0.05 and the difference in methylation was greater than 50% (FDR <0.05%). 

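Comparing the 6 B6 with the 6 DBA chromosome sets under the paper's criterion, p < 0.05 and a difference above 50 percentage points, called 1857 of the cytosines tested (1.43%). The share was 5.02% at CG, 0.623% at CHG and 0.757% at CHH. A chromosome set here counts as a replicate although the 2 sets of an F1 mouse come from 1 animal. The setting that moved the count most accepted sets with at least 4 reads and called 2571 cytosines. That alternative was chosen after the data were seen.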

Here we found 2,091 differentially methylated sites, which corresponded to an allele-specific methylation rate of 5.3% for CG, 0.77% for CHG and 0.88% for CHH contexts. A clustering heatmap for differentially methylated cytosines of all contexts is shown in Figure 1C and the genome-wide distribution is shown in Figure 1D. 

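At the sites of the authors' deposited table of allele-specific methylation, all reads of the parents were examined without regard to tags. Of the sites, 1606 had 10 reads in both female parents, and at 1604 of them B6 and DBA differed in the direction of the authors' deposited table. Between the male parents 569 sites had enough reads and 520 (91.4%) had that direction. The mean difference in the table's direction was 84.0 percentage points in females and 68.2 in males. Some of the reads are the sorted reads themselves, so the comparison is between ways of grouping reads, not between independent samples.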

We also observed that reads from all B6 chromosomes cluster together, separately from DBA chromosomes, even when using data from all polymorphic sites present in all samples (Figure S3 in Additional file 3). 

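Clustering of the 12 chromosome sets used the 38453 cytosines with at least 4 sorted reads in every set, correlation as the distance and average linkage. Divided into 2 clusters, the tree put the 6 B6 sets in one and the 6 DBA sets in the other. Correlations ran from 0.951 to 0.992 within a strain and from 0.864 to 0.903 between strains. The 7342 CGs alone gave the same clusters, with 0.943 to 0.987 within and 0.842 to 0.886 between. The sites were chosen for coverage and not for a difference between strains.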

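The gene *Hspg2* lies on chromosome 4 from 137024634 to 137126545 in mm9. With 10 kb on each side, 373 cytosines were tested there between the chromosome sets and 12 were called, 4 of them CG. The 4 CGs were higher on the B6 chromosome and every other call was higher on the DBA chromosome. At 137016730, outside the gene, B6 sets had 97.0 ± 3.10% methylation and DBA sets 1.14 ± 2.80% (mean ± SD, n = 6 and 6). At 137034808 and 137062184, in introns, the levels were 58.7 ± 20.3% (n = 6) against 0 in each of 3 DBA sets, and 91.1 ± 4.37% (n = 6) against 0.500 ± 1.12% (n = 5). At 137074869, in a coding exon, they were 97.8 ± 3.00% against 1.01 ± 1.62% (n = 5 and 5). Sorted reads at these CGs numbered 11 to 99 in a set. A SNP that removes the CG in DBA would also give a level near 0 there, and this was not tested at these CGs.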

As an example, a cluster of CpGs in the gene encoding heparan sulfate proteoglycan 2 (*Hpsg2*) showed large differences in methylation between B6 and DBA chromosomes. Methylation levels across all samples are shown in Figure 1E, where the height of each bar represents the average methylation levels of 10 or more CpGs, between 0 and 100% methylation.

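Sorted reads limit the search, because a read shows its strain only where it holds a SNP. In these libraries 4.10 ± 1.13% (mean ± SD, n = 8) of cytosine calls came from sorted reads.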

The number of differentially methylated sites across all samples was smaller (2,091) than the number of differentially methylated sites in the parents (6,247 and 8,480 in female and male parents, respectively), since the analysis across all samples was restricted to polymorphic reads, comprising, on average, 5% of all reads in our data. However, we observed that polymorphic fragments were much more likely to be differentially methylated than non-polymorphic fragments, since the fraction of differentially methylated CGs was 10-fold higher in polymorphic sites (5.3%) than in all CG sites in the parents (0.56% in female and 0.52% in male parents). 

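Among the tagged cytosines called, 1079 were CG, and 1058 of these were higher on the B6 chromosome and 21 on the DBA chromosome. Each called cytosine outside CG was higher on the DBA chromosome, 191 at CHG and 587 at CHH. All these cytosines lie within a read's length of a SNP by construction. Whether a SNP makes or removes a CG at these tagged cytosines was not tested. From the larger called share of such CGs, the paper concludes that fragments with a SNP are more often differentially methylated.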

We also observed that the number of allele-specific methylation sites across all mice were highly correlated with SNP density (Pearson’s *r* = 0.59). 

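Positions of SNPs are not used here, and the number of tagged cytosines in a window stood in for them. Over all 26398 windows of 100 kb, the number of allele-specific calls and the number of tagged cytosines had a Pearson correlation of 0.535 and a Spearman correlation of 0.440. A window without tagged cytosines cannot hold a call, so the correlation was also taken over the 4586 windows with a tested cytosine, where it was 0.376 (Spearman 0.247). With the called share of the tested cytosines in place of the count, it was -0.0360 (Spearman 0.133) over the same windows.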

To further explore this correlation, we compared the distribution of differentially methylated cytosines in polymorphic versus non-polymorphic regions. We counted the number of differentially methylated cytosines in 100-kb bins across the genome, and used a KS test to compare the distribution of the counts in non-polymorphic versus polymorphic bins, containing at least one SNP. 

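Windows of 100 kb were divided by whether they held a tagged cytosine, and the calls between parents from all reads, tagged ones included, were counted. Between the female parents the mean number of calls was 0.797 in the 7024 windows with tagged cytosines and 0.0481 in the 19374 without, a ratio of 16.6 (Kolmogorov-Smirnov statistic 0.398). Between the male parents it was 0.202 against 0.0236, a ratio of 8.53 (statistic 0.122). Windows with tagged cytosines also held more tested cytosines, by a factor of 1.78 in females and 1.84 in males. Calls per tested cytosine were higher in tagged windows by a factor of 9.34 in females and 4.64 in males. From untagged reads alone these factors were 3.12 and 2.18. Among the alternatives, windows of 50 kb moved the ratio of mean calls most in females, to 22.0, where the factor per tested cytosine was 10.3. In males windows of 200 kb moved that ratio most, to 6.47. The use of tagged cytosines in place of SNPs was chosen after the data were seen.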

The average number of differentially methylated cytosines across all genomic bins was 17-fold higher (0.77/0.045) in polymorphic bins relative to non-polymorphic bins in female B6 versus DBA mice (KS test, *P* < 1 × 10^-16^), and 10-fold higher (0.95/0.095, KS test, *P* < 1 × 10^-16^) in male B6 versus DBA mice (Figure S2E,F in Additional file 2).

### Sex differences

To identify sex-specific methylation sites, we examined how DNA methylation patterns differed between females and males. As discussed above, we used a *t*-test to compare average methylation levels of reads from each group, but in this sex-specific comparison, we compared groups of females and males independent of genotype. We selected a cutoff of *P* < 0.001 and a difference in methylation between the sexes greater than 20% (FDR <5%), which showed a strong enrichment of sex-specific methylation sites in the X chromosome (56% of sites; Figure 3A). 

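Of the cytosines called between females and males, 540 were on the X chromosome, which is 80.4% of the calls (95% interval 77.1% to 83.3%), while 2.14% of the cytosines tested lie on that chromosome. The called share was 0.978% on the X chromosome and 0.00522% on the autosomes. Among the windows of 100 kb with the most calls were 96300001 to 96400000 in *Efnb1* (11 calls of 100 tested, 35.3% in females and 1.25% in males) and 98400001 to 98500000 around *Foxo4*, *Med12* and *Nlgn3* (10 of 232, 37.2% and 11.5%), both on the X chromosome. Limited to calls of limma after adjustment, the share on the X chromosome was 95.8%.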

Using these criteria, we found 1,113 cytosines (0.026%) with sex-specific methylation, associated with a total of 396 genes. This corresponded to 1,082 CGs (0.14%), 7 CHGs and 24 CHHs. 

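With 10 reads asked of each mouse and at least 3 mice of each sex, 2581834 cytosines were tested and 672 passed the paper's criterion, p < 0.001 and a difference above 20 percentage points. Most were higher in females (642), and 132 were on autosomes, in 101 windows of 100 kb. A quasi-binomial model of the counts moved the count most, as none passed after adjustment over all tested cytosines. With the same adjustment the paper's own test called 30, an alternative chosen after the data were seen, and limma on the levels 72. Before adjustment and without a limit on the difference, 43653 cytosines had p < 0.05 in the quasi-binomial model, 82718 in limma and 63510 in the paper's test. Within 10 kb of the called cytosines lay 323 protein-coding genes, and 237 of the 392 genes of the paper's list found in the annotation were among all genes so reached. On autosomes the windows with the most calls were in *Cgn* on chromosome 3 (94400001 to 94500000, 6 calls, 88.3% in females and 33.5% in males), *Aox1* on chromosome 1 (58100001 to 58200000, 4 calls, 79.6% and 43.6%) and *Fez2* on chromosome 17 (78800001 to 78900000, 4 calls, 72.2% and 24.6%).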

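Every cytosine called with 10 reads in each mouse was a CG, and the calls were 0.148% of the CGs tested. With at least 3 mice of each sex and all mice included, no CHG or CHH cytosine met the criterion at that depth, nor with at least 20 reads. With 2 mice of each sex accepted, 1 CHG and 1 CHH cytosine did. With at least 1 read in each mouse, an alternative chosen after the data were seen, 1086 CG, 7 CHG and 24 CHH cytosines were called.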

As an example, we found several cytosines differentially methylated in the gene encoding LIM homeobox protein 9 (*Lhx9*) on chromosome 1 (Figure 3B). 

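In *Lhx9* (chromosome 1, 140721763 to 140745153, minus strand) the authors' deposited table lists 3 CHG cytosines, at 140736164, 140736174 and 140736183, and 2 CHH cytosines, at 140736192 and 140736194, all in an intron. The reference sequence from 140736144 to 140736184 is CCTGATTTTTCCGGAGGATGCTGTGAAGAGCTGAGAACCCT. Methylation was 100% in 3 females and 0% in 3 males, with p = 0.1 in a two-sided exact permutation test, the smallest value that 3 against 3 mice allow, at sites selected for this difference. The female levels rest on 2 reads in the B6 female, 2 in the BXD female and 1 in the DXB female. The male levels rest on 95, 1 and 2 reads. With 10 reads asked of each mouse, 303 cytosines in and around the gene were tested and none was called.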

For each site, the height of each bar represents the average methylation levels of 10 or more CpGs, between 0 and 100% methylation. Notably, a previous study found that knock-out mice for this gene show infertility in both sexes, impaired gonad formation, and female-like genitalia in genetically male mice [15,16]. We examined cytosines differentially methylated between the sexes using the Genomic Regions Enrichment of Annotations Tool (GREAT), and found an enrichment in genes associated with regulation of histone methylation (*P* = 8.32 × 10^-11^), regulation of bone mineralization (*P =* 1.16 × 10^-8^), abnormal genitalia (*P* = 3.6870 × 10^-16^), decreased aggression towards other mice (*P* = 8.33 × 10^-4^) and X-linked inheritance (*P* = 1.56 × 10^-128^). A complete list of the 396 genes showing sex-specific methylation is provided in Additional file 4.

**Figure 3:**
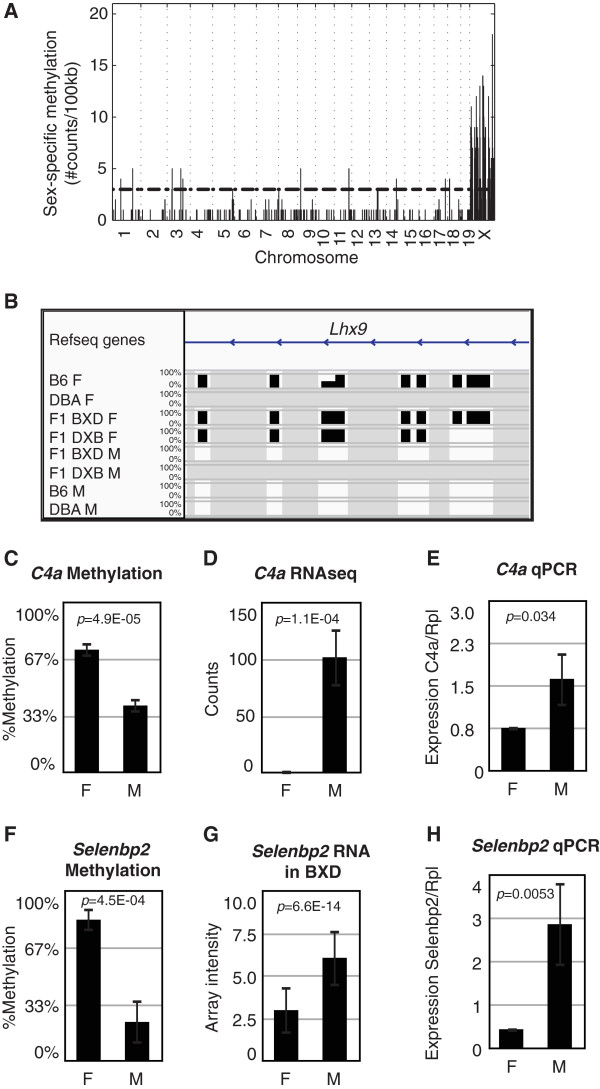
**Sex differences. (A)** Sex-specific methylation sites across the genome. The number of cytosines differentially methylated in each 100-kb bin is shown on the Y-axis and the genomic position of the bin is on the X-axis. All sites plotted are significant at 5% FDR, and the horizontal dashed line represents the significance threshold for each bin. **(B)** Methylation levels across all samples for the gene *Lhx9.* The height of the bar represents percentage methylation from 0 to 100%. Gray represents missing data. **(C)** Average methylation levels in *C4a* at chr17:34960471. **(D)** Expression levels of *C4a* in RNA-seq dataset. **(E)** Expression levels of *C4a* measured by quantitative PCR. **(F)** Methylation levels of *Selenbp2* at chr3:94499361. **(G,H)** Expression levels of *Selenbp2* in BXD dataset **(G)** and by quantitative PCR **(H)**. Error bars represent the standard deviation. F, females; M, males.

To determine whether sex-specific methylation coincides with expression differences, we examined liver expression levels in two published datasets, a BXD mouse cross [16], and a BXD F1 RNA-seq dataset from our laboratory [17]. We compared expression levels between females and males of the genes with sex-specific methylation. In the BXD cross, 237 genes out of the 396 differentially methylated genes were represented in the array, and 97 of these genes (41% of all genes represented) were differentially expressed between females and males using a *t-*test (*P* < 0.05). Of these, 30 genes (13% of all genes) were differentially expressed over 1.2-fold at FDR <5%. In the RNA-seq dataset, 45 out of the 396 differentially methylated genes were represented in the data. Of these, 13 genes (29%) were differentially expressed between females and males over 1.2-fold (*P* < 0.05), and 5 of the genes (11%) were differentially expressed at FDR <5%.

We carried out additional validation experiments to examine expression levels of nine genes differentially methylated between females and males. We measured expression levels using quantitative PCR (qPCR) on liver cDNA from 10 female and 6 male F1 mice, and compared expression levels between the two groups using a two-tailed *t-*test. For example, *C4a* was differentially methylated, and we found that it was differentially expressed between females and males using both RNA-seq and qPCR (Figure 3C-E). 

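Upstream of *C4a*, on the minus strand of chromosome 17, the listed CG is at position 34960471 in mm9, 62 bp before the annotated start of the gene. Its surroundings read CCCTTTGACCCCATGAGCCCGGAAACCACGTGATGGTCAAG from 34960451 to 34960491, with the MspI site CCGG at the centre. Methylation was 72.7 ± 4.27% in females and 39.9 ± 4.76% in males (mean ± SD, n = 4 and 4), a difference of 32.9 percentage points, with p = 0.0286 in a two-sided exact permutation test, the smallest value that 4 against 4 mice allow. The authors chose this CG for its difference in the same mice, so the p-value is no independent test. Each mouse had between 14 and 186 reads there. With any 1 mouse left out, the difference stayed between 31.4 and 35.0 points. The gene has 1 CG on the list, so the level of its neighbours is not part of this result. The paper names the gene as one that differs between the sexes in both methylation and expression.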

Consistent with this finding, a previous study found that an open chromatin structure in males correlated with increased C4a protein levels in the liver [18]. Also consistent with previous data [19], the gene *Selenbp2*, which encodes the major hepatic target for acetaminophen, Selenium-binding protein 2, was differentially methylated, and we also found that it was differentially expressed between males and females in the published BXD dataset and in our qPCR validation (Figure 3F-H). 

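In *Selenbp2* (chromosome 3, 94497478 to 94508335, plus strand) the CG at 94499361 lies in an intron, 1883 bp from the start, and the same position falls within *Cgn*. The reference from 94499341 to 94499381 is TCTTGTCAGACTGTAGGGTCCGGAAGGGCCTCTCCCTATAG. Females had 83.6 ± 6.77% methylation (n = 4) and males 23.4 ± 12.8% (n = 3, since the DBA male had no read there), with p = 0.0286 in a two-sided exact permutation test, the smallest these numbers allow. This CG too was listed for its difference in these mice, and the p-value restates that choice. The difference was 60.2 percentage points on the listed strand and 55.5 with both strands added. Without any 1 mouse it ranged from 55.6 to 67.5 points.

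**Figure D1:**
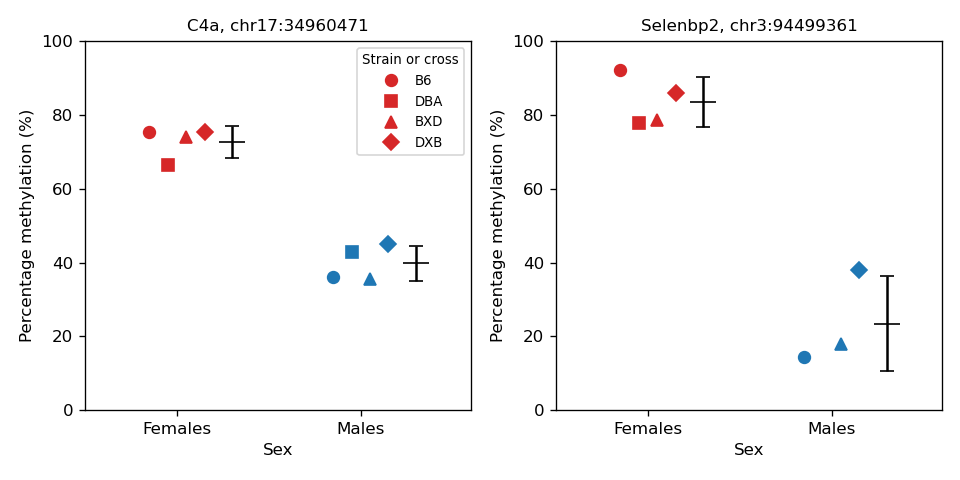
Percentage methylation of each mouse at the CG upstream of *C4a* and the CG within *Selenbp2*, females and males side by side, with mean ± SD. At *C4a* every female lies above every male, 66.4% at the lowest against 44.9% at the highest. At *Selenbp2* the lowest female has 77.7% and the highest male 38.1%, and the DBA male is missing.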

Overall, four out of nine genes measured by qPCR were differentially expressed between the two groups (Figure S4 in Additional file 5). Although the remaining genes were not statistically significant at *P* < 0.05, they showed a trend towards differences between the two groups. It is possible that we did not have sufficient power to detect significant differences between the two groups using 16 F1 mice, as we did observe significant differences in the larger BXD expression array dataset. It is also possible that differences in methylation levels in some genes have functional consequences early in development but not in the adult animal, as suggested by large differences in methylation levels in *Lxh9*, but no significant differences in gene expression by qPCR in the adult liver. Thus, our findings suggest that DNA methylation is possibly a mechanism used to regulate sex-specific expression in a fraction of genes differentially methylated in the liver. A complete list of the genes differentially methylated and expressed is provided in Additional file 4.

### Imprinting

DNA methylation is one of the mechanisms involved in genomic imprinting, whereby one of the two copies of a gene is expressed or silenced depending on the parent of origin. To identify imprinted genes, we first used the presence of polymorphic SNPs between the parental strains B6 and DBA in the sequencing reads to determine whether individual reads were derived from the father or the mother for each of the F1 mice. We then compared the average methylation level of maternal and paternal reads using a *t-*test and selected sites at the 5% FDR cutoff. 

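Reciprocal crosses separate parent of origin from strain, since the B6 chromosome is maternal in one cross and paternal in the other. In the 4 F1 mice, the maternal and paternal chromosome were compared under the paper's criterion of p < 1e-06. With at least 4 sorted reads, an alternative chosen after the data were seen, 116163 cytosines were tested and 7 called, of which 4 were CG. Looking for a difference above 50 percentage points instead gave 11 CGs, all with the higher level on the maternal chromosome, 3 in an intron of *H13* (chromosome 2, 152512762 to 152512807), 5 in an intron of *Impact* (chromosome 18, 13131881 to 13131929) and 3 in an intron of *Snrpn* (chromosome 7, 67150073 to 67150115). Of these CGs, 1 in *H13*, 1 in *Impact* and 2 in *Snrpn* met the limit on p. With at least 10 reads, 81369 cytosines were tested, and the 4 called were outside CG and 1.26 to 2.91 percentage points apart.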

Using these criteria, we identified three previously known imprinted genes, *H13*, *Impact* and *Snrpn*, but no novel imprinted genes. As an example, methylation patterns in the *H13* gene (Figure 4A) show that maternal chromosomes are highly methylated (B6 chromosomes in BXD mice and DBA chromosomes in DXB mice, shown in rows 1 to 4) while paternal chromosomes have low methylation levels (DBA chromosomes in BXD mice and B6 chromosomes in the DXB mice, shown in rows 5 to 8). 

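Averaged over the CGs with a large difference, maternal and paternal methylation was 99.4 ± 1.19% and 12.1 ± 8.94% at *H13*, 96.0 ± 3.29% and 5.42 ± 8.55% at *Impact*, and 93.2 ± 3.80% and 3.83 ± 3.12% at *Snrpn* (mean ± SD, n = 4 F1 mice). Each gene gave p = 0.0286 in a two-sided exact permutation test, the smallest that 4 against 4 chromosomes allow, on CGs picked for their difference. The sorted calls behind a chromosome's level numbered 3 to 84 at *H13*, 19 to 170 at *Impact* and 21 to 155 at *Snrpn*. The paper presents *H13* as its example, with the maternal chromosome methylated in both directions of the cross.

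**Figure D2:**
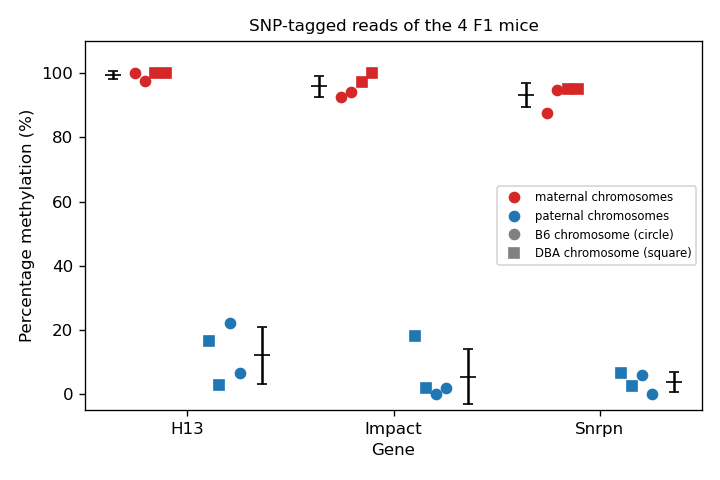
Methylation of the maternal and paternal chromosome in each F1 mouse at the CGs of *H13*, *Impact* and *Snrpn*. The lowest maternal level is 97.6%, 92.6% and 87.5% and the highest paternal level 22.2%, 18.2% and 6.67% at the 3 genes in turn.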

The height of each bar represents the average methylation levels of 10 or more CpGs, between 0 and 100% methylation.

**Figure 4:**
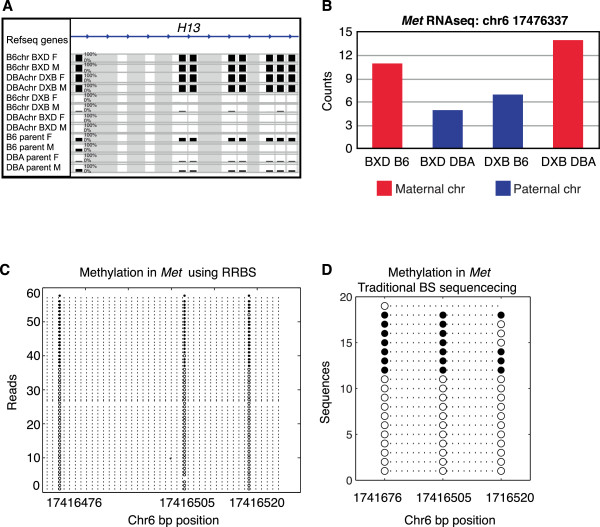
**Imprinting. (A)** Methylation levels across all samples, showing imprinting of the gene *H13.* The height of the bar represents percentage methylation from 0 to 100%. Gray represents missing data. **(B)** Expression levels of *Met* measured by RNA-seq. **(C)** Methylation levels for an allelically methylated region (AMR) in the gene *Met* measured by RRBS sequencing. Each line represents CpGs in a sequencing read; open circles are unmethylated and filled circles are methylated CpGs. Reads are shown on the Y-axis and the genomic location of CpGs is shown on the X-axis. **(D)** Traditional bisulfite sequencing (BS) in the *Met* AMR*.* Sequences in different bacterial clones are on the Y-axis and the genomic location of CpGs is on the X-axis.

One likely reason that we were unable to find additional imprinted genes using this approach is that polymorphic reads represent only approximately 3 to 7% of the sequencing data we collected. 

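The share of sorted calls followed how far the covered cytosines reach from the MspI sites. It was 2.79% to 2.84% in the 3 libraries that reach 50 bases, 4.23% to 4.43% in the 2 that reach 76 and 5.08% to 5.44% in the 3 that reach 100.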

To overcome this limitation, we used the method described by Fang *et al*. [20] to identify allelically methylated regions (AMRs), which is not limited to the use of polymorphic reads. The AMR approach uses a likelihood test to identify intervals of the genome that appear to have two alleles, each with a distinct methylation pattern. We selected AMRs where one allele was highly methylated and the other was not, where the difference in methylation between the two alleles was at least 50%, and where the AMR was defined by at least 10 consecutive CpGs. Since the AMR approach is independent of genotype, it can identify both (a) allele-specific methylation that is dependent on the genotype of the DNA strand, and (b) imprinted regions that are dependent on the parental origin and independent of genotype. To focus on imprinted regions, we selected AMRs that were present in both the F1 mice and the parental mice, since the parental mice are inbred and both alleles have the same genotype on both alleles, and hence AMRs could not be caused by allele-specific methylation. Using this approach, we identified 123 putative imprinted protein-coding and microRNA genes, which included 11 known imprinted genes (enrichment *P* = 7.02 × 10^-11^). This list provides a comprehensive set of putative imprinted loci, many of which have not been previously reported (Additional file 6).

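Allele-specific methylation within reads, which the paper's method needs, is lost in counts per cytosine, so the nearest measure was a run of at least 10 CpGs between 25% and 75% methylated, each with 10 reads, within 2000 bp of a gene. This measure was chosen after the data were seen. Of the 123 genes of the paper's list, 102 were in the annotation and 90 had at least 10 covered CpGs. A run in at least 1 parent and at least 1 F1 mouse was found at 25 of them (27.8%), against 122 of 14183 other genes (0.860%). In 10000 lists of genes matched for the number of covered CpGs, the mean was 1.23 and the highest 7. The paper drew its list from methylation in these same mice, so the excess is no independent support for the list. The number of runs in a mouse went from 35 in the DXB female to 262 in the B6 female.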

To determine if these sites are associated with parent-of-origin differential transcription, we tested for imprinting in the proximal genes using polymorphic reads from RNA-seq data in the F1 mice. Of the 123 genes, 32 were represented with 10 counts or more in the RNA-seq data. We tested for imprinting using Fisher’s exact test and found 10 (31%) of these had significantly different levels between the paternal and maternal copies (*P* < 0.05). As an example, we identified *Met* as a putative imprinted gene because there was an AMR in seven of the eight total parental and F1 samples (Figure 4C), and we confirmed *Met* imprinting using RNA-seq (Figure 4B). Furthermore, we carried out independent validation of our RRBS results using traditional bisulfite sequencing of the five putative novel imprinted genes *Met, Nsd1, Vps37b, Oprd1* and *Mapk15*. 

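In *Met* (chromosome 6, 17413800 to 17523980) no mouse had a run of 10 intermediate CpGs. The densest stretch of intermediate CpGs was in an intron, at 17416476, 17416505 and 17416520, where methylation over all reads was 31.2 ± 4.70% (mean ± SD, n = 7 mice with at least 10 calls, 25.4% to 36.2%). A level below 50% in all reads is compatible with 1 methylated chromosome and also with partial methylation of both. Some mice lacked a run at known imprinted genes too, with a run in 4 mice at *H13*, 6 at *Impact* and 2 at *Snrpn*. The lack of a run at *Met* therefore does not argue against imprinting. The paper rests *Met* on methylation patterns within reads, on RNA sequencing and on traditional bisulfite sequencing.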

We found that *Met* was differentially methylated using traditional bisulfite sequencing (Figure 4D), closely resembling the methylation patterns we observed in the RRBS data (Figure 4C). Similarly, the putative novel imprinted genes *Nsd1, Vps37b, Oprd1* and *Mapk15* were differentially methylated using traditional bisulfite sequencing (Additional file 7), consistent with our RRBS results.

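Over all reads, the densest stretch of intermediate CpGs had 57.8 ± 11.3% methylation in *Nsd1* (chromosome 13, 55311432 to 55311631, 13 CpGs), 39.5 ± 8.16% in *Vps37b* (chromosome 5, 124454755 to 124454929, 5 CpGs), 44.7 ± 8.07% in *Oprd1* (chromosome 4, 131669779 to 131669886, 12 CpGs) and 38.4 ± 10.9% in *Mapk15* (chromosome 15, 75828274 to 75828470, 14 CpGs; mean ± SD, n = 8 mice each). Runs of 10 such CpGs were present in 2, 0, 6 and 3 mice. The stretches were picked for their intermediate level, and the levels do not tell which chromosome carries the methylation.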

A complete list of the known and novel imprinted genes we identified can be found in Additional file 6. Notably, we did not find imprinted genes or AMRs that were specific to either females or males. It is possible that we did not find evidence for imprinting in additional genes, or sex-specific differences due to lack of power. For instance, the known imprinted gene *Copg2* was part of the list of 32 genes represented with 10 or more counts, but it did not pass the significance threshold. Furthermore, it is also possible that we did not find additional imprinted genes because of tissue-specific differences, such that additional imprinted genes may not necessarily be imprinted in the liver.

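In *Copg2* (chromosome 6, 30697554 to 30846794) 23 CpGs had at least 10 reads in at least 4 mice, and 1 of them, at 30846418, was intermediate in most mice, with 27.5 ± 11.6% methylation (mean ± SD, n = 5 mice). No mouse had a run of 10 intermediate CpGs there.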

### Intergenerational DNA methylation

Intergenerational epigenetic marks are epigenetic marks, such as DNA methylation, that can be inherited from one organism to another. To examine the conservation and level of variation in intergenerational DNA methylation, we used a binomial test to compare methylation levels in B6 parents with those in B6 chromosomes in their F1 offspring, and in DBA parents with the DBA chromosomes in their F1 offspring. 

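For epimutations, the chromosomes of a parent and of an F1 mouse were compared for the same strain of chromosome, B6 against B6 or DBA against DBA, over sorted reads. Each of the 4 parent mice was set beside each of the 4 F1 mice, which gives 16 pairs that share mice. In 8 of them the parent has the sex that gave the F1 mouse this chromosome by the direction of the cross, and the other 8 do not follow parent and child. The rule used between strains was applied with at least 10 reads on both sides. A difference of exactly 50 percentage points counted here as well. Of the 436362 cytosines tested in a pair, 461 were called in at least 1 pair (0.106%). Limiting the pairs to those 8 left 338, to mice of the same sex 298, and to mice whose libraries reach equally far from the MspI sites 85. Each of these alternatives was chosen after the data were seen.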

We found a total of 2,068 (0.4%) intergenerational epimutations present in at least one parent-child pair that differed in methylation level by at least 50%, and were below the 5% confidence interval of the binomial test. On average, we found 223 epimutations between parent-child pairs. 

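In a single pair the number called was 45.3 ± 24.8 (mean ± SD over 16 pairs), between 17 and 91. Set against the number tested, it was 55.6 ± 30.4 per 100000 cytosines.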

When divided by category, we found, on average, 133 epimutations in female parent-child pairs and 303 in males, 173 in B6 and 232 in DBA chromosomes, with no significant differences between the groups (Figure S6A in Additional file 8). 

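Split by sex, pairs of females had 31.3 ± 14.8 calls and pairs of males 63.8 ± 33.3 (mean ± SD, n = 4 pairs each). By chromosome, B6 pairs had 60.1 ± 15.9 and DBA pairs 30.5 ± 23.7 (n = 8 pairs each). Per 100000 tested cytosines the gap was smaller, with 62.3 ± 28.9 in B6 pairs and 48.8 ± 32.3 in DBA pairs, and the 4 B6 pairs with the B6 female had 39.0 ± 14.6. Pairs share parents and F1 mice, so no test was made between the groups. Of the 8 B6 pairs, 4 take the library labelled B6 male as the parent, and where that library carries DBA tags the B6 reads of its mouse are few.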

To determine if these epimutations were reproducible or stochastic, we selected sites that were reproducible in at least one or two parent-F1 comparisons (Figure S6C,D in Additional file 8). We found 973 (0.2%) epimutations reproducible in at least one parent-F1 comparison, and 75 (0.02%) epimutations in at least two parent-F1 comparisons, excluding sites associated with known imprinted genes. 

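Pairs share parents and F1 mice, so a call that recurs can stem from 1 library. Here 155 cytosines were called in at least 2 pairs (0.0355% of those tested) and 66 in at least 3. Without the library labelled B6 male these were 89 and 38. In the 8 pairs that follow the direction of the cross, 57 were called in at least 2. Without the imprinted genes *H13*, *Impact* and *Snrpn*, with 10 kb on each side, 434 were called in any pair and 139 in at least 2. Other imprinted genes were not left out.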

Notably, we found reproducible epimutations in at least two parent-F1 pairs only in B6 chromosomes and not in DBA chromosomes, which may reflect the fact that we have higher power to detect B6 epimutations as the reference genome we are using was derived from a B6 mouse.

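By chromosome, calls in at least 2 pairs numbered 102 on B6 and 39 on DBA, with imprinted genes included. Of the B6 pairs, the 4 with the B6 female alone gave 36 and the 4 with the library labelled B6 male alone 59. In at least 3 pairs there were 53 and 14, and in at least 4 pairs 18 and 5. Calls in any pair numbered 300 on B6 and 186 on DBA. Pairs with the same parent are not independent, because an unusual level in that parent recurs in each of them. The paper proposes that mapping to a B6 reference gives more power on B6 chromosomes.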

The genomic distribution of epimutations can be found in Figure S6C,D in Additional file 8. Epimutations reproducible in at least one parent-F1 pair were generally distributed throughout the genome, although they tended to cluster in specific regions, or 'hotspots'. Epimutations reproducible in at least two parent-F1 pairs mostly clustered in two 'epimutation hotspots'. The first was located in the potassium channel-encoding gene *Kcnip3* in chromosome 2, a gene involved in neuronal excitability that was previously associated with Alzheimer’s disease [21]. 

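*Kcnip3* spans chromosome 2 from 127282234 to 127347830. Of the 122 tagged cytosines tested there in a pair, none was called, and the largest difference in a pair was 24.3 percentage points. The windows of 100 kb with the most cytosines called in at least 2 pairs were at chromosome 7 from 67100001 to 67200000 on B6 chromosomes (5, at *Snrpn*) and, on DBA chromosomes, 3 windows with 2 each, on chromosomes 5, 6 and 18.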

The second 'hotspot' was located the Obscurin gene (*Obscn*) in chromosome 11, a gene that may be involved in the formation of myofibrils. An example of a reproducible epimutation in the gene *Wdr63* is shown in Figure S6B in Additional file 8). 

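In *Wdr63* (chromosome 3, 145703490 to 145771094) 30 cytosines were tested and 1 was called, at 145708125 in an intron. Its level on the B6 chromosome was 84.2% in the B6 female (19 reads) and 30.0% in the DXB female (10 reads), in 1 pair.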

We conclude that, overall, reproducible intergenerational epigenetic changes in DNA methylation are rare, and that DNA methylation marks tend to be highly conserved between parents and offspring.

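How far F1 mice keep the parents' difference was also measured with all reads, at the CGs called between the parents of the same sex. If each chromosome keeps its mark, an F1 mouse lies midway. It would also lie midway where a strain variant removes the CG in DBA, whatever happens to the mark. Among the CG calls between the female parents, 2521 had a DBA level of 0%, and such CGs were not left out. A level near the midpoint therefore cannot by itself show that marks are kept. The median departure from the midpoint was 1.01 percentage points in the BXD female (2379 CGs), 4.86 in the BXD male (1293), 0.669 in the DXB female (2298) and 4.69 in the DXB male (812), all above the midpoint in methylation, with a mean of 2.81 ± 2.28 (mean ± SD, n = 4). Against the parents of the other sex the departure was 5.34 in the BXD female, 0.235 in the BXD male, 4.32 in the DXB female and -0.0962 in the DXB male, so the larger ones came with the male midpoints. Between 81.8% and 95.7% of the CGs lay between the parents. The setting that moved the departure most used only CGs higher in DBA, with a mean of 11.1 points. It was 23.7 in the BXD male and 19.6 in the DXB male, but 0.398 in the BXD female and 0.606 in the DXB female. At those CGs a higher level lies toward DBA, so the departures there are no shift toward B6. On a scale from 0 at DBA to 1 at B6 the median positions were 0.502 to 0.513 over all called CGs. At CGs higher in DBA they were 0.126 in the BXD male, 0.186 in the DXB male, 0.494 in the BXD female and 0.489 in the DXB female. At CGs higher in B6 they were 0.537, 0.534, 0.515 and 0.509 in the same order. The male midpoints use the library labelled B6 male.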

## Discussion

In this study, we measured the extent of epigenetic variation among genetically distinct mice across two generations. We also surveyed expression data from similar samples to measure the degree to which these methylation differences are associated with expression changes. We found that DNA methylation was highly variable among genetically distinct individuals and differential methylation was strongly associated with polymorphic sites. We found thousands of cytosines differentially methylated between the parental mouse strains B6 and DBA (Figure 1B; Figure S2A in Additional file 2), and there was a strong enrichment for sites that are proximal to polymorphic alleles (Figure S2E,F in Additional file 2). Similarly, Xie *et al*. [4] found that 9.7% of CGs show allele-specific methylation between the more distantly related mouse strain 129X1/SvJ and the mouse subspecies CAST/EiJ. This higher rate supports the notion that increased genetic variation is strongly associated with increased epigenetic variation [22].

Beyond the measurement of the association of genetic and epigenetic changes, our study design also allowed us to observe differences in DNA methylation between identical chromosomes across generations. Strikingly, we found that intergenerational epigenetic changes were exceedingly rare. With the exception of sites that were affected by imprinting, only 75 others were found to have reproducible differences between parents and F1 hybrid offspring in at least two parent- F1 comparisons. Thus, our overall results support the notion that (a) DNA methylation is highly heritable in mice, (b) there are minimal *trans* effects in F1 hybrids compared to their inbred parents, and (c) the majority of reproducible DNA methylation differences that accumulate between genetically identical mice are due to parent-of-origin effects. This result contrasts with the occurrence rate in plants, where intergenerational epigenetic changes appear to be more common, and are associated with RNA interference pathways [14].

Previous studies that examined sex-specific DNA methylation differences have typically focused on the X chromosome and have failed to identify significant differences in autosomes. Here, we compared DNA methylation patterns in females and males and found sex-specific methylation differences in 1,113 cytosines (0.026%). We found that most of these (56%) were on the X chromosome, but we also observed a large proportion of sex-specific methylation sites in autosomes. For example, we identified multiple sex-specific methylation changes in the autosomal gene *Lhx9*, and mouse knock-outs of this gene display defects in fertility and the development of genitalia and gonads. We also found differential methylation and expression of *Maged1*, and mouse knock-outs for this gene display impaired sexual behavior, decreased social interactions and hyperphagia [23]. 

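*Maged1* lies on the X chromosome from 91780813 to 91787482 (minus strand), and the 3 CGs in the authors' deposited table lie in a coding exon, at 91787276, 91787278 and 91787292, in the reference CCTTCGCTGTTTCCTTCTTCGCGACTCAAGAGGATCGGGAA from 91787256 to 91787296. Females had 26.1 ± 7.32%, 20.8 ± 3.28% and 32.8 ± 8.84% methylation, and males 0.250 ± 0.500% at the first and 0 at the other two (mean ± SD, n = 4 and 4). Each gave p = 0.0286 in a two-sided exact permutation test, the smallest these numbers allow, and the DBA male entered with 1 read. Since the table lists sites selected for a sex difference in the same libraries, such a p-value was bound to be low.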

A subset of the 396 differentially methylated genes also showed sex-specific expression differences in a previously published BXD mouse intercross and RNA-seq data from BXD/DXB F1 mice (Additional file 4). In summary, our results suggest that sex-specific epigenetic differences are found throughout the genome and can influence gene expression and physiological phenotypes. Since knock-outs for differentially methylated genes such as *Lhx9* and *Maged1* are impaired in sexual development and behavior, it is possible that specific epigenetic changes involved in sexual dimorphism are established early in development and reinforced by DNA methylation differences in adult animals.

Aberrant inheritance and expression of imprinted genes can result in clinical phenotypes such as Prader-Willi, Angelman and Turner syndromes. Currently, there are 150 known imprinted genes in mice, and we sought to identify novel imprinted genes. Differentially methylated regions (DMRs) controlling imprinted genes may be established early in development (gametic or primary DMRs) and are maintained in adult tissues, or established after fertilization (secondary or somatic DMRs) and may be tissue-specific [24]. Here we used a new approach to identify AMRs in regions where the genotype of the two chromosomes is not necessarily different [20]. The method relies on the identification of regions where the methylation of reads segregate into two populations, one highly methylated and one unmethylated. Using this approach we were able to identify a total of 123 imprinted genes. These included 11 known imprinted genes and 112 novel protein coding and microRNA genes, and we validated 10 putative novel imprinted genes using RNA-seq. Future studies are needed to examine the phenotypic consequences of aberrant imprinting in these novel regions.

## Conclusion

Using RRBS sequencing in eight parental and F1 mice, we found novel imprinted genes, sex-specific DNA methylation in genes across the genome and allele-specific methylation. Our results strongly support the notion that, in mammals, the majority of variation in DNA methylation across individuals is associated with genetic differences, and is highly heritable from one generation to the next. Epigenetic factors have typically not been considered in genome-wide studies for complex traits, but our results suggest that DNA methylation is variable between individuals and is highly heritable, and hence can be a contributing factor to the heritability of traits. In the future it will be important to determine the contribution of epigenetic variation to the heritability of clinical traits, and the phenotypic impact of epigenetic variation on both molecular and complex clinical phenotypes.

## Materials and methods

### Mice

Mice from strains C57BL/6J and DBA/2J were obtained from the Jackson Laboratories (Bar Harbor, ME, USA) and bred to generate F1 mice using reciprocal crosses, then housed in pathogen-free conditions and according to NIH guidelines. We collected livers from mice at 16 weeks of age, froze them in liquid nitrogen and stored them at -80°C. The mice were fasted overnight for 16 hours prior to euthanasia.

### Accession numbers

RRBS sequencing data from this study, as well as all the results from strain-specific, allele-specific and sex-specific differentially methylated cytosines have been deposited in the NCBI GEO [25] under accession number [GEO:GSE53714].

### Reduced representation bisulfite sequencing libraries

We used a previously described method for constructing RRBS libraries [26]. In brief, we isolated genomic DNA from livers using a phenol-chloroform extraction, digested genomic DNA using MspI restriction enzyme (NEB, Ipswich, MA, USA), then carried out end-repair/adenylation (NEB) and ligation with pre-methylated adapters (Illumina, San Diego, CA, USA). We selected fragments 250 to 350 bp in size using 2% agarose gel electrophoresis, purified the DNA from the gel fragments (QIAGEN, Valencia, CA, USA) and carried out bisulfite treatment on the DNA (Milipore, Billerica, MA, USA) followed by PCR amplification.

### Alignment

We aligned reads using BS Seeker [12] to the mm9 mouse reference genome, keeping uniquely aligned reads.

### SNP calling

We pooled data from B6, DBA and BXD F1 samples for A, C, G and T counts at each position observed. We called SNPs for loci with a minimum of six counts and a minor allele frequency of 10%, excluding C/T SNPs, and cross-checked our calls with public sequencing data for these strains [13]. We observed a total of 24,132 SNPs in our data. For each sample, approximately 3 to 7% of the reads were polymorphic.

### Simulations

We simulated methylation counts to estimate FDR in methylation levels. For a specific site, we simulated binomially distributed data using the total number of counts (*n*) and the average methylation level (*p*) at that site, using *binornd* with parameters *n* and *p* in MATLAB. We took the ratio between the number of sites that were significant by chance in the simulation data (*x*) over the number of significant sites in the real data (*y*) as the simulation-based FDR (*x*/*y*).

### Binomial test

We selected data from cytosines covered by 10 or more reads. To test for differences in methylation at specific sites between individual samples, we used the binomial distribution with parameters *p* = percent methylation at that site, and *n* = total number of counts, and estimated 95% confidence intervals using *binofit* in MATLAB [14]. Sites were considered differentially methylated between two samples if the mean methylation of each sample was outside of the 95% confidence interval of the other sample, and if the difference between the mean methylation *delta* was >50%. This corresponded to a simulation-based FDR <1%.

### Inter-strain versus intra-strain variance

To compare the distribution of the variance in methylation levels, we first computed the variance in methylation levels for each cytosine across RRBS libraries of difference strains (inter-strain variance), the variance in methylation levels between samples derived from different mice of the same strain (intra-strain variance for biological replicates), or the variance in methylation levels between different libraries made from the same mouse genomic DNA sample (technical replicates). We then compared the distribution of these variances using a KS test (*kstest2* function in MATLAB), and visualized the distributions using the cumulative distribution function (*cdfplot* function in MATLAB). We calculated the mean of the variance in methylation across all cytosines to compare the fold difference between the distributions, and determined that the mean of the inter-strain variance was nine-fold higher than the intra-strain variance in biological replicates. We also selected data only from CG cytosines to compute the mean of the variance in methylation levels, and found that the mean variance in CG methylation was 2.4-fold higher between strains than between biological replicates.

### Allele-specific methylation

We tested for allele-specific methylation between groups of B6 and DBA samples using a *t*-test. We used our called SNPs to determine if reads were derived from B6 or DBA chromosomes, and determined the percentage methylation levels for each. We compared percentage methylation levels between B6 and DBA chromosomes using a *t-*test. Sites were considered differentially methylated if *P* < 0.05 and *delta* between B6 and DBA groups was >50%. This corresponded to FDR <0.05% based on 1,000 simulations.

### Sex differences

We tested for sex differences using a *t-*test as described above, but we tested for differences in sites using reads derived from females versus males. Sites were considered differentially methylated if *P* < 0.001 and *delta* between females and males was >20%, which corresponded to FDR <5%. We used the mm9 genome annotation [27] to identify 396 genes located within 10 kb of differentially methylated sites.

### Quantitative PCR (qPCR)

We purified RNA from livers of 10 female and 6 male F1 mice using Trizol (Life Technologies, Grand Island, NY, USA) and synthesized cDNA using 1 μg of RNA and a cDNA synthesis kit (Life Technologies), then diluted the cDNA 20 times and used 3 μl of the diluted cDNA per qPCR reaction. For each gene target, we measured each sample in triplicate using the KAPA Biosystems SYBR Green Mix (Wilmington, MA, USA) in a 12 μl reaction volume and the following conditions: 95°C for 5 minutes, and 50 cycles of 95°C for 15 seconds, 60°C for 15 seconds, and 72°C for 15 seconds. We determined the absolute quantity of each transcript using a standard curve in the Roche Light Cycler 480 program, and normalized the quantity of each sample relative to the quantity of the house-keeping gene *Rpl*. We compared average levels of each transcript between females and males using a two-tailed *t-*test.

### Imprinting

We used our called SNPs to determine whether reads in F1 mice were derived from B6 or DBA chromosomes, and classified reads as derived from maternal or paternal for both reciprocal F1 types BXD and DXB. We compared percentage methylation levels at individual sites in maternal versus paternal chromosomes using a *t-*test as described above. Sites were considered imprinted if *P* < 1 × 10^-6^, which corresponded to FDR <50% based on 1,000 simulations, but resulted in only three known imprinted genes.

### Allelically methylated regions

AMRs were identified by the computational method described by Fang *et al*. [20] with the tool 'amrfinder'. The tool uses a fixed-width window (that is, fixed number of CpG sites) to identify AMRs genome-wide. For each window, the likelihood values of observed reads from bisulfite sequencing are calculated by assuming the region is or is not an AMR. Then the likelihood ratio test is employed to determine the more appropriate model for the region. The underlying probabilistic model describes the degree to which reads appear to have two distinct methylation patterns and is independent of genotype. We selected AMRs called using a window size of 10 consecutive CpGs, *P* < 0.01 and *delta* between the two methylation patterns was greater than 50%, and considered the AMR as a putative imprinted region if it was present in at least 6 of the 8 total samples, including parents and F1 mice. Enrichment in imprinted genes was calculated using the hypergeometric test, *p =* 1-hygecdf in MATLAB.

### RNA-seq

#### Imprinting

RNA-seq data from the livers of 11 mice were recently published by Lagarrigue *et al*. [17], and included 6 BXD, 5 DXB, 6 females and 5 males. The authors used SNPs in polymorphic reads to determine parental origin of the read, and we used these RNA-seq counts to look for evidence for imprinting using a Fisher’s exact test, where the variables are cross direction (BXD, DXB) and genotype (B6, DBA), and selected specific sites where FDR <5% using the false discovery approach introduced by Storey [28], and where the fold difference between the two sexes was greater than 1.2-fold.

#### Sex differences

To test for sex differences in the RNA-seq dataset, we used a *t-*test to compare counts at specific sites between female and male F1 mice, and estimated FDR using the Storey method [28].

### Expression in BXD intercross

We obtained Agilent array expression data from a published BXD intercross composed of a total of 122 mice, parental, F1 and F2 mice, 72 females and 50 males [16]. We used a *t-*test to compare females versus males for individual genes, and estimated FDR using the Storey method [28]. We selected genes at a FDR <5% cutoff, and where the fold difference between females and males was greater than 1.2-fold.

### GREAT

We looked for enriched biological processes and phenotype annotations using GREAT [29]*.* To annotate fragments with sex-specific methylation, we used the list of DNA fragments that were differentially methylated between females and males as our test list, and all the fragments represented in our RRBS data as the reference list.

### Traditional bisulfite sequencing

We carried out bisulfite treatment using 1 μg of liver genomic DNA from BXD or DXB F1 male mice. We designed degenerate primers (IDT) to amplify bisulfite-treated DNA with the Bisulfite Primer Seeker program from Zymo (Irvine, CA, USA). We amplified each target gene with MyTaq (Bioline), using 2 μL of DNA in 50 PCR reaction volume, and the following PCR conditions: 95°C for 2 min; 2 cycles of 95°C for 30s, 62°C for 90s and 62°C for 2 min; 2 cycles of 95°C for 30s, 61°C for 90s and 61°C for 2 min; 2 cycles of 95°C for 30s, 60°C for 90s and 60°C for 2 min; 2 cycles of 95°C for 30s, 59°C for 90s and 60°C for 2 min; 31 cycles of 95°C for 30s, 58°C for 90s and 60°C for 2 min; final extension at 60°C for 15 min. We cloned PCR products from each sample using the TOPO cloning kit for sequencing (Life Technologies, Grand Island NY, USA) according to the manufacturer’s instructions. We plated transformed bacterial on Luria broth plates containing 50 μg/ml kanamycin and 20 μg/ml X-gal overnight at 37°C in the dark. We picked 15-20 white colonies from each transformation and submitted the clones for Sanger sequencing to Genewiz (La Jolla, CA, USA). We aligned the sequences using multiple alignment in the CLC Main Workbench program.

## Abbreviations

AMR: allelically methylated region; B6: C57BL/6J mouse strain; BXD: C57BL/6J x DBA/2J F1 mouse, where C57BL/6J was the female parent and DBA/2J was the male parent; DBA: DBA/2J mouse strain; DMR: differentially methylated region; DXB: DBA/2J x C57BL/6J F1 mouse, where DBA/2J was the female parent and C57BL/6J was the male parent; FDR: false discovery rate; KS: Kolmogorov-Smirnov; PCR: polymerase chain reaction; qPCR: quantitative PCR; RRBS: reduced representation bisulfite sequencing; SNP: single nucleotide polymorphism.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

LDO performed the analyses and wrote the paper. LR constructed the sequencing libraries. LM bred the mice and collected the tissues. FF and ADS performed the analyses on the AMRs. FH aligned the RNA-seq data. LDO and NC performed traditional bisulfite sequencing experiments. AJL, MP and LDO conceived the project, and helped craft and edit the manuscript. MP directed the project. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1: Figure S1 RRBS data quality. **(A)** Total number of reads and uniquely aligned reads in each RRBS library. **(B)** Mappability of each library, or fraction of uniquely aligned reads by BS-Seeker. **(C)** Average coverage in cytosines. **(D)** Sequencing error rate in reads as the percentage of reads that do not match expected genotypes in libraries from B6 and DBA mice (Reads with error). **(E,F)** Genome-wide average methylation levels for each sample in **(E)** CG, **(F)** CHG and CHH contexts. Click here for file

Additional file 2: Figure S2 Strain specific differences. **(A)** Differentially methylated cytosines in B6 and DBA male parents. The number of cytosines differentially methylated in each 100-kb bin is shown on the Y-axis and the genomic position of the bin is on the X-axis. All sites plotted are significant at 1% FDR, and the horizontal dashed line represents the significance threshold for each bin. **(B,C)** Fraction of differentially methylated cytosines in each context in **(B)** female and **(C)** male B6 and DBA strains. **(D)** Overlap of differentially methylated cytosines identified in B6 and DBA female mice, or B6 and DBA male mice. **(E,F)** The distribution of the number of differentially methylated cytosines in **(E)** B6 and DBA females and **(F)** B6 and DBA males. The cumulative distribution function for the number of cytosines differentially methylated is shown for non-polymorphic bins, and polymorphic bins containing at least one SNP. Click here for file

Additional file 3: Figure S3 Cytosine methylation clusters by genotype of chromosomes. Hierarchical clustering of samples based on methylation levels from 38,427 cytosine sites. Individual B6 or DBA chromosomes in BXD mice were determined based on the genotype of polymorphic SNPs present in the read. Click here for file

Additional file 4: Table S1 Genes differentially methylated by sex. Click here for file

Additional file 5: Figure S4 Validation of sexual dimorphism by qPCR. **(A-I)** Expression levels measured by qPCR on mouse liver cDNA for nine genes differentially methylated between females and males. Expression levels of each gene are plotted on the Y-axis relative to the house-keeping gene *Rpl*. Each bar represents the average of 10 female (F) and 6 male (M) mice. Click here for file

Additional file 6: Table S2 Imprinted genes identified through AMRs. Click here for file

Additional file 7: Figure S5 Validation of AMRs by traditional bisulfite sequencing. **(A-D)** Traditional bisulfite sequencing for AMRs in **(A) ***Nsd1*, **(B) ***Vps37b*, **(C) ***Oprd1* and **(D) ***Mapk15.* Sequences in different bacterial clones are on the Y-axis and the genomic location of CpGs is on the X-axis. Open circles are unmethylated and filled circles are methylated CpGs. Click here for file

Additional file 8: Figure S6 Intergenerational methylation differences. **(A)** Average number of epimutations between parent and F1s. The average of parent-F1 comparisons is shown for all, or specifically for comparisons between females, males, B6 or DBA chromosomes. **(B)** Methylation levels across all samples in the gene *Wdr63*, showing variation in B6 chromosomes from different samples. BXD are F1 mice of B6 female and DBA male parents, DXB are F1 mice of DBA female of B6 male parents. The height of the bar represents percentage methylation from 0 to 100%. Gray represents missing data. **(C,D)** Reproducible epimutations across the genome identified in at least one **(C)** or two **(D)** parent- F1 comparisons. The number of epimutations in each 100-kb bin is shown on the Y-axis and the genomic position of the bin is on the X-axis. The horizontal dashed line represents the significance threshold for each bin. Click here for file

How the deposited data were processed for this re-analysis (not part of the article)

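RRBS was made from livers of 8 mice, 1 female and 1 male each of B6, DBA, BXD and DXB, all 16 weeks old and fasted for 16 h. Sample labels and the article gave the same strain and sex for each library. The authors digested DNA with MspI, chose fragments by size, aligned the reads to mm9 with BS Seeker and kept reads with a unique position. They called SNPs from the pooled reads and sorted each read with a SNP to the B6 or the DBA chromosome. The version of BS Seeker, trimming of reads and the treatment of duplicate reads are not given in the sources used here.

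The authors deposited, for each mouse and each class of reads (B6, DBA, without a SNP, and unknown), raw counts of methylated and of unmethylated reads at each cytosine. They also deposited the methylation level as a fraction from 0 to 1, although its header calls it a percentage. In addition, the authors deposited tables of 4 comparisons, with mean fractions, an unadjusted p-value in the tables of allele-specific and sex-specific sites, and a signed difference score in the tables of the parents. The column names of the authors' table for the male parents say female. Of the columns of these tables that hold values of single mice, 10 were not used. The sequence reads, technical and additional biological replicates, expression arrays, RNA sequencing and the positions of SNPs were not analysed here.

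Counts of all classes were added for each cytosine and mouse, and levels were taken from the sums as percentages. Each strand of a CG was 1 site, apart from the search for runs of intermediate CpGs, where strands were added. Positions are those of NCBIM37 (mm9), counted from 1, and genes come from GENCODE for that assembly. Work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, in R 4.3.3 with limma 3.58.1, and with samtools 1.23.1 for the reference sequence.

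The parents were compared within each sex by the paper's rule, with at least 10 reads, exact 95% binomial intervals and a difference above 50 percentage points. False calls were estimated from reads drawn at the pooled level of each cytosine. Females and males were compared with at least 3 mice of each sex at 10 reads, unadjusted p below 0.001 by the paper's test on the levels and a difference above 20 points. The B6 and DBA chromosome sets needed at least 3 sets of each strain, p below 0.05 and a difference above 50 points. Maternal and paternal sets of the F1 mice needed p below 1e-06. Epimutations were called by the rule for parents on sorted reads of 16 pairs of a parent and an F1 mouse, with a difference of exactly 50 points accepted. Differences at single CGs and in global methylation were tested by exact permutation of the mice, two-sided. Groups of mice were also split in every other way, 35 splits for 4 against 4 mice, and 100 splits were drawn for the 12 chromosome sets.

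Genes were described where the article names them for RRBS data. The 3 windows of 100 kb with the most calls in each comparison, and the 3 such autosomal windows for sex, were described as well. Genes were joined to sites within 10 kb.

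Coverage sets the precision. At 10 reads a level moves in steps of 10 percentage points, and mean coverage at cytosines with at least 10 reads was 69.9 ± 16.3 (mean ± SD, n = 8). The intervals hold counting error and no variation between mice, as the parents have 1 mouse for each strain and sex. With 4 against 4 mice the smallest two-sided exact p is 0.0286.

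Alternatives covered the minimum of reads, the size of the difference, Fisher's exact test with adjustment for all cytosines tested, autosomes alone, coverage thinned to that of the less covered mouse, removal of isolated calls, removal of sites where a parent had 0% methylation, limma, a quasi-binomial model of the counts and leaving out each mouse. The rules were tested on simulated data. Of 2000 changed cytosines the rule for parents called 2000, with 3 unchanged ones among 200000 cytosines. The rule for sex called 499 of 500 and 1 unchanged, the quasi-binomial model 498 and 0, limma 499 and 3, and the rule for chromosome sets 500 and 0. A planned comparison of windows by SNP content was not run as designed, since positions of SNPs were not used here. Tagged cytosines took their place. Results for a few genes are not reported here.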

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

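The tests of errors in the tags, mixed DNA, an exchange of libraries and runs of DBA-like chromosome in the library labelled B6 male, of longer reads and of DBA reads on the X chromosome in the BXD male, and of counting error at single genes were chosen only after the result was seen.

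The library labelled B6 male carried DBA tags at 16.1% of its autosomal sorted calls, where the B6 female had 0.338%, a share far above that left by errors in the tags. Sorted into 8979 fragments with enough tagged reads, 78.0% had under 10% DBA tags, 11.7% had over 90% and 10.3% lay between. An exchange with a DBA or F1 mouse would leave few fragments under 10%, and 78.0% were. DNA or reads of a DBA or F1 mouse mixed into the library would give 1 intermediate share everywhere, whereas 89.7% of the fragments lay near 0 or near 100. Neighbouring fragments were in the same state in 88.5% of cases, against 69.3% on average and 70.3% at the most in 1000 shuffles within chromosomes. The fragments over 90% made up 53.1% of those on chromosome 13, 55.7% on chromosome 8 and 0.343% on chromosome 5. The longest run of them was on chromosome 14, from 11601443 to 22814343, with 77 fragments over 11.2 Mb. A run on chromosome 17, from 29515270 to 32050334, had a mean of 48.1% DBA tags.

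Untagged reads give a further test of that library, since tags play no part in them. In the 599 windows of 100 kb with at least 90% DBA tags, 53 of the 68 cytosines called between the female parents (77.9%) were nearer the DBA female than the B6 female in untagged reads. In the 4175 windows with at most 10% DBA tags it was 42 of 562 (7.47%). Methylation that follows the DBA-tagged stretches, and stretches of DBA-like chromosome in the mouse itself, are consistent with these values, and a mouse that is not fully inbred B6 is a candidate explanation. When and how such stretches entered is not given in the sources used here. Male comparisons between the strains, and the pairs of this parent with F1 mice, rest on this library.

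Among 66 groups of mice or chromosome sets, 10 had a value set apart from the rest by Dixon's test, which marks about 1 in 20 groups by chance, or 3.3 here. The values below are therefore leads, and several of them come from the same library, the BXD male, which is the deepest of the F1 mice.

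Mean coverage in the BXD male was 87.6 reads, against 38.7 to 43.2 in the other males. No explanation of its depth was tested, biological or technical. Cytosines with at least 10 reads numbered 8158163 in that library, against 4094365 to 4325973 in the other F1 mice, and 5.44% of its calls came from sorted reads, against 2.79% to 2.84%. Longer reads that cover more cytosines, and reach a SNP more often, are a likely explanation of these shares. The other libraries that reach 100 bases from an MspI site had at least 6906856 cytosines with 10 reads and 5.08% sorted calls, above every library that reaches less far. No biological explanation was tested.

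On the X chromosome, coverage relative to the autosomes was 0.691 in the BXD male and 0.540 to 0.547 in the other males. Reads of a mouse with DBA X chromosomes mixed into the library are excluded as the main source, since DBA tags made up 1.47% of its sorted calls on the X chromosome. Without the end of that chromosome the share was 2.00%, above the 0.300% of the B6 female. The set of cytosines that each library covers explains most of the gap, but not all of it. Over cytosines with a read in all 8 mice the ratio fell to 0.567, with 0.527 to 0.535 in the other males. What raises the rest was not tested.

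The share of calls that the authors class as unknown was 0.0483% in the library labelled B6 male, against 0.0174% to 0.0284% in the other 7 mice. In its windows with at least 90% DBA tags the share was 2.12 times that in windows with at most 10%, while in the B6 female the same windows differed by a factor of 1.17. The share was higher still, 0.256%, in windows between those limits. In the DBA male, with DBA chromosomes throughout, the windows with at least 90% had 0.0506% and those with at most 10% had 0.0525%, so DBA sequence by itself does not raise the share. In windows with at most 10% the share was 0.0968% in the library labelled B6 male and 0.0778% in the B6 female. The excess is therefore not confined to windows with many DBA tags. DBA-like stretches in the library labelled B6 male cannot be told apart from other sources. The excess is larger in windows with more DBA tags, but the DBA male shows no rise there.

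Calls on the Y chromosome were 11.1 ppm of all calls in the DBA female and 27.7 to 29.6 ppm in the other females, which have no Y chromosome, so they are reads of other sequence placed there. A strain variant against the reference in DBA cannot be told apart from other causes. At the 14 fragments where the DBA female has under 10% of the calls of the B6 female, the BXD female had 5.02 and the DXB female 4.30 ppm, above the 2.77 of the B6 female, which speaks against it. The fragment with most of the gap, from 1657723 to 1657818 on Y, had 23.2 ppm in the B6 female, 5.12 in the DBA female and 0 in both F1 females, whose reads are shorter, and that keeps it open.

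At single genes, 4 values stood apart. At *C4a* the DBA female had 66.4% methylation against 73.9% to 75.3% in the other females, from 77 of 116 reads and 242 of 324. At *H13* the maternal chromosome of the BXD male had 97.6%, with 100% in the other 3. At *Impact* the paternal chromosome of the BXD female had 18.2%, with 0 to 1.75% in the other 3, and at *Snrpn* her maternal chromosome had 87.5%, with 94.8% to 95.2% in the others. Counting error at sampled depth may account for each of them. Fisher's exact test of the reads, two-sided and multiplied by the number of CGs, gave p = 0.0908 at *C4a*, 1 at *H13*, 0.224 at *Impact* (0.0449 before multiplying) and 0.444 at *Snrpn*. Of the versions of this test tried, on the deepest CG, on the lowest p and on the lowest p times the number of CGs, the last is given. No biological explanation was tested.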

How the results depend on the processing

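The alternatives for each result were fixed before the data were examined, apart from the tests with at least 1 read, with adjustment over all tested cytosines and with read length as a term for sex, those with fewer than 200 reads, at least 4 reads or without the library labelled B6 male, that of autosomal CGs covered in all 8 mice, those of window size and of windows with a tested cytosine, and all those of epimutations, which were chosen only after the result was seen. Of 108 alternatives other than leaving out a mouse, 58 left their result the same by the rule set for it, 50 changed it and none was marked as reversed. Most of these results are counts or shares, which have no sign to reverse. The majority of calls between the male parents did turn from B6 to DBA, at 5 reads and above 30 points.

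A minimum of 50 reads lowered the calls between the female parents to 2640. A difference above 30 percentage points gave 16465, removal of isolated calls 1592, and removal of calls with a parent at 0% 3002. The share of CG among them rose to 77.4% at 5 reads, 86.3% above 30 points, 95.2% without isolated calls and 77.6% without calls at 0%. It fell to 73.1% at 20 reads, 70.4% at 50 reads, 69.2% above 70 points and 72.0% with Fisher's exact test. Why calls outside CG were isolated more often was not tested.

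Between the male parents the count was 6222 at 5 reads, 961 at 20, 338 at 50, 6992 above 30 points, 1110 above 70 points, 434 without isolated calls and 1002 without calls at 0%. Its CG share was 53.6% at 5 reads, 75.1% at 50 reads and also with the deeper library thinned, 69.8% above 70 points, 85.9% without isolated calls and 80.9% without calls at 0%. Calls shared by both sexes numbered 1408 at 5 reads, 340 at 20, 71 at 50, 1298 above 30 points, 105 without isolated calls and 135 without calls at 0%. Direction moved as well. CG calls higher in DBA were 9.20% of those between the female parents and 26.7% above 30 points, and between the male parents 26.2% and 42.8%. The cause of these shifts was not tested. Depth limits the counts at high minimums, as the male libraries have few cytosines with 50 reads.

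The count between the sexes was 304 with all 8 mice covered, 331 above 30 points, 331 with unequal variances and 72 with limma. It was 0 with the quasi-binomial model after adjustment, which had 43653 cytosines with p below 0.05 before it. At the same limit on p, with none on the difference, there were 82718 in limma and 63510 in the paper's test. It was 1117 with at least 1 read, 30 with Benjamini-Hochberg adjustment of the paper's test over all tested, and 255 with read length as a term. The share on the X chromosome was 77.0% above 30 points, 95.8% with limma, 96.7% after adjustment and 75.7% with read length as a term. With strain as replicate block, which pairs the female and the male of a strain, 118 cytosines were called and 72.0% were on the X chromosome. Females and males of a strain share no litter in the labels, and the correlation of their deviations at 173739 autosomal CGs was 0.229 in B6, 0.157 in DBA, -0.146 in BXD and 0.190 in DXB.

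Leaving out 1 mouse at a time gave 201 to 634 calls between the sexes and 68.7% to 86.3% of them on the X chromosome. Mice that lowered the count by more than 1.5 times were the B6 female (416 without it), the library labelled B6 male (222), the BXD female (408), the BXD male (201), the DXB female (430) and the DXB male (201). Fewer mice leave less power for a fixed limit on p, and whether more than power is at work was not tested. The difference in global CG methylation between females and males ranged from 2.74 to 7.88 percentage points, and without the DXB male the exact p was 0.0286, the smallest allowed. At *Selenbp2* the difference ranged from 55.6 to 67.5 points, and its exact p rose to 0.0667 or 0.1, the smallest that 6 mice allow.

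At the sites of the authors' deposited table, the direction in the female parents held at each site with at least 20 reads (100%). The departure of F1 mice from the midpoint of the parents was 11.1 points of methylation at CGs higher in DBA alone. It was 0.398 in the BXD female and 0.606 in the DXB female. In the BXD male it was 23.7 and in the DXB male 19.6, which there lies toward DBA. These mice share the midpoint that uses the library labelled B6 male. At 4 reads, 7 cytosines were called between maternal and paternal chromosomes. Epimutations numbered 298 in pairs of the same sex and 85 in pairs whose libraries reach equally far from MspI sites, and fewer pairs give fewer chances of a call. The planned test of windows by SNP content was not run, as positions of SNPs were not used here.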

Differences from the paper's values

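The tests with at least 1 read, with fewer than 200 reads, with at least 4 sorted reads and without the library labelled B6 male were chosen only after the result was seen, as were all tests of epimutations. Of 44 values set beside the paper's, 27 lay within a factor of 1.5 and 17 did not.

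Between the male parents 1875 cytosines were called, and the paper's number is 8480. Among the alternatives set before the comparison, at least 5 reads (6222) and a difference above 30 percentage points (6992) came within the factor. At least 20 or 50 reads, a difference above 70 points, Fisher's exact test, autosomes alone, thinned coverage and the removal of isolated calls or of calls at 0% did not. The called share of CHG cytosines was 0.0373% here and 0.06% in the paper, and no alternative set beforehand closed that gap, with 0.111% at 5 reads and 0.122% above 30 points. With fewer than 200 reads, chosen after seeing the values, it was 0.0400%, just within the factor, and 112 of the 996 calls shared with the authors' deposited table were dropped. The calls shared by both sexes were 794 here and 2865 in the paper, and no alternative came within the factor. The mean of both sexes was 4201 here and 7364 in the paper, and at least 5 reads gave 7947.

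Each of the 6247 sites of the authors' deposited table for female parents was also called here, with both methylation levels equal within 0.0001 percentage points. The highest coverage at a site of that deposited table by the authors is 199 reads, and the same rule limited to fewer than 200 reads called 6247 cytosines here, none of the paper's calls being dropped. That limit was read off the authors' deposited table after the values were seen, so the equal count is no independent check. In the authors' deposited table for male parents, with 8480 sites, 3209 sites have no read in the library labelled B6 male and 3851 none in the DBA male. Of the sites of the authors' deposited table, 1886 have 10 reads in both male libraries, 1471 of them (78.0%) with the same direction. Of all sites of the authors' deposited table, 36 have a difference equal to that of the libraries within 0.0001 percentage points. Here 996 were also called. In total 4113 sites of that table lack a read in at least 1 male library, where the paper's rule asks for 10 reads. These values argue against the male counts used here being those behind the authors' deposited table for male parents. Which counts were used for it is not known, so the male comparison with the paper stays open on that point.

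Between females and males 672 cytosines were called, and the paper's number is 1113. At least 5 reads (848), at least 2 mice of each sex (832) and a difference above 10 points (960) came within the factor. At least 20 reads, all 8 mice covered, a difference above 30 points, unequal variances, limma, the quasi-binomial model, strain as a term and leaving out any 1 mouse did not. The CG calls numbered 672 against the paper's 1082, with 847, 830 and 957 under the same 3 alternatives. With 10 reads asked of each mouse and at least 3 mice of each sex, CHG and CHH calls were 0 and 0 here. The paper has 7 and 24, and no alternative set beforehand called so many. With at least 1 read in each covered mouse, picked after minimums of 1 and 10 reads had been compared with the means of the authors' deposited table, 1117 cytosines were called, 1086 CG, 7 CHG and 24 CHH. In the authors' deposited table 726 of the 1113 sites (65.2%) have a covered mouse with fewer than 10 reads and 340 one with fewer than 3, and 603 sites of it (54.2%) were called here with 10 reads. At 1104 sites of the authors' deposited table both means equal those of the libraries at 1 read or more within 0.001 percentage points.

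For epimutations no alternative was set beforehand. In at least 1 pair 461 cytosines were called, and the paper's number is 2068, or 0.106% and 0.4% of those tested. In a single pair the mean was 45.3 here and 223 in the paper. Female pairs had 31.3 and the paper's 133, male pairs 63.8 and 303, B6 pairs 60.1 and 173, and DBA pairs 30.5 and 232. Without *H13*, *Impact* and *Snrpn* there were 434 in any pair, where the paper has 973. In at least 2 pairs there were 139, where the paper has 75. The paper leaves out known imprinted genes as a class, so the groups are not alike. The paper's 973 are calls it names reproducible in at least 1 comparison and keeps apart from its 2068, so they are not the same quantity as calls in any pair. Limited to the 8 pairs that follow the direction of the cross, chosen after seeing the values, these were 311 and 48.

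Several statements differ as well. The paper has nearly all tags of B6 mice matching, and in the library labelled B6 male the share was 83.9%. The share on the X chromosome was 80.4% here, 78.4% in the authors' deposited table and 56% in the paper's text. *H13*, *Impact* and *Snrpn* were reached at 4 sorted reads and not at 10. On DBA chromosomes 39 cytosines were called in at least 2 of the 16 pairs, imprinted genes included. The paper leaves out known imprinted genes and has such calls on B6 chromosomes only, so the groups are not alike. *Kcnip3* had 0 epimutations under the binomial rule (largest difference 24.3 points), and no cytosine of *Lhx9* was called between the sexes at 10 reads. *Met* had no run of 10 intermediate CpGs in any mouse. The paper's measure compares patterns within reads, so for *Met* the measures are not alike and this is no disagreement.

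For allele-specific sites, 1857 were called here and 2091 in the paper, within the factor. With at least 4 sorted reads and without the library labelled B6 male, 2094 were called, and 2091 is the paper's number. That setting was picked after seeing the values. Minimums of 1, 2, 4, 5 and 10 reads were first compared with the means of the authors' deposited table, and calls were then counted for 8 combinations of 4 or 10 reads, 5 or 6 B6 sets and 2 or 3 covered sets. At all 2091 sites of the authors' deposited table both means then equal those computed here within 0.0001 percentage points, against 808 with 6 B6 sets. The paper's correlation with SNP density and its ratios between windows were not compared, since positions of SNPs were not used here.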

Other observations

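The tests of a variant that removes a cytosine, of the number of cytosines covered in the male parents, of the set of CGs that each library covers, of the split by read length, of splits balanced for strain, of mice of 1 strain against each other and of sorted reads outside the DBA-like stretches were chosen only after the result was seen.

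Calls outside CG between the female parents were higher in DBA in 1651 of 1659 cases. A strain variant against the reference that makes a CG in DBA is a likely source of them. The base after the cytosine was A at 77.7% of these calls and at 32.8% of all cytosines tested outside CG, as when G in DBA stands where the B6 reference has A. Calls higher in B6 showed an excess of A too, at 62.5% of 8 between the female and 76.2% of 42 between the male parents. The excess is therefore not particular to calls higher in DBA. Counting error at sampled depth is excluded, since drawing both mice at the pooled level gave 2.4 calls outside CG on average. Such calls are differences of sequence context as much as of methylation, and a test on DBA sequence would settle it.

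Among CG calls between the female parents, 2521 had a DBA level of 0%. If a strain variant against the reference removes the cytosine or its CG in DBA, the level there reads as 0% and neighbouring CGs need not differ. Of the neighbouring CGs of these calls 7.00% were called, against 21.0% beside other calls higher in B6, which is consistent with a variant at a part of them.

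Fewer cytosines were called between the male than between the female parents. Fewer cytosines with 10 reads in both male libraries are the likely main reason, since the female parents had 3.68 times as many to test and the called shares were close. DBA-like stretches in the library labelled B6 male may add to it, because male calls were 0.198 times the female calls where that library has at least 90% DBA tags (23 and 116) and 1.04 times where it has at most 10% (840 and 805). Lower depth in the male libraries cannot be told apart from no effect. The thinned female calls were 1.10 times the male calls on the same cytosines, but the unthinned counts, 1354 and 1334, were already alike, which leaves the test without force.

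Female and male of the same strain also differed by the rule used between strains. On autosomes it called 0.0720% of the tested cytosines in B6, 0.0617% in DBA, 0.0367% in BXD and 0.00944% in DXB, against 0.0979% between the female parents of both strains. Of the autosomal calls between the male parents that were tested in both DBA parents, 187 of 1326 also differed between those DBA mice. All but the DXB mice differ in read length as well as in sex, and the source of the calls was not tested.

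The spread of global CG methylation among the mice, 5.54 percentage points as an SD, fell to 0.488 over CGs covered in all 8 mice. The set of CGs that each library covers is therefore a likely source of it.

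Between the sexes, chance can be excluded for the calls as a whole. Of the 35 splits of the mice into 4 and 4, only the real one gave as many as 672 (1 split), and the same held at 1 read or more (1 split). For autosomal calls alone chance is not excluded, since 4 splits gave 132 or more, and 6 splits at 1 read or more. Each of the other splits above 132 puts both mice of a strain on one side. In the 8 splits with 1 mouse of each strain or cross on either side, the real one gave 132 autosomal calls and the others 7 to 47, but 8 splits allow no p below 0.125. The largest other split follows read length in part. It puts the 3 libraries of 100 bases (B6 female, DBA female and BXD male) with the library labelled B6 male, of 76 bases, and gave 625 calls, 601 of them autosomal. For that split 2 of 35 gave as many. Within libraries of the same read length, each of the 132 autosomal calls kept its direction at 100 bases and so did 130 of 130 at 50 bases, though on sites picked for their difference. The difference was above 20 points at 126 of the 132 (median 33.0) and at 115 of the 130 (median 32.8), with 1 male at each length. Read length alone would leave no difference there, so these values argue against it as the whole source of these calls. With read length as a term autosomal calls fell 2.13-fold and X calls 2.80-fold. Only 31 of the 132 autosomal and 134 of the 540 X calls stayed. The term therefore costs too much with 8 mice to decide whether read length adds a part. Low coverage is excluded. Autosomal calls were 58.0 ppm of tested cytosines at 1 read, 52.2 at 10 and 53.1 at 50. No biological explanation of the autosomal calls was tested, and more mice sequenced alike would be needed.

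For the chromosome sets, 1 of 100 drawn splits gave as many calls as B6 against DBA, namely the real one, with a median of 8 in the others and 1355 at the most, so chance can be excluded. For the 4 calls between maternal and paternal chromosomes at 10 reads, none of them CG, it cannot. At that minimum 13 of 35 splits gave 4 calls or more, and the split of B6 against DBA sets gave 867. The CGs of *H13*, *Impact* and *Snrpn*, reached at 4 reads, were not put through the splits, so this test does not bear on them.

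Windows with tagged cytosines held more calls. More cytosines tested in those windows are excluded as the whole reason, since calls per tested cytosine were still 9.34 times higher in the female parents. Calls made by the tagged reads themselves account for a part. Over untagged reads alone the ratio was 3.12, which excludes them as the whole reason.

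Over all reads of the library labelled B6 male, differences from the B6 chromosomes of F1 mice were 1342 per 100000 tested cytosines where it carries at least 90% DBA tags (611 of 45542) and 80.4 where it carries at most 10%. DBA-like stretches in the library labelled B6 male may therefore be read as epimutations when all reads are used. The epimutations reported here use sorted reads, and for those the stretches are excluded as the source of the higher rate with this parent. Windows with at most 10% DBA tags still had 75.5 per 100000 with it and 28.6 with the B6 female, and windows with at least 90% held 1 call among 330 tested. Different read lengths of the parent and F1 libraries cannot be told apart from depth as a source. Pairs of the same read length had 12.4 calls per 100000 and other pairs 58.1, but both pairs of the same length share the BXD male, the deepest of the F1 mice.

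On the X chromosome of the DXB male, whose only X comes from a DBA mother, DBA tags were 97.5% of sorted calls up to 166426929 and 51.7% with the end of the chromosome included, where 7887 B6 and 2051 DBA tags lie. In the BXD and DXB females the DBA share without the end was 45.1% and 44.6%. Tags at that end leaned to B6 in the other F1 mice as well, with 53800 B6 and 42 DBA tags in the BXD male, 12826 and 1613 in the BXD female, and 7879 and 640 in the DXB female. No explanation of this was tested.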
